# Novel anti-inflammatory effects of the IL-1 receptor in kidney myeloid cells following ischemic AKI

**DOI:** 10.3389/fmolb.2024.1366259

**Published:** 2024-04-17

**Authors:** Yanting Chen, Xiaohan Lu, Raeann L. Whitney, Yu Li, Matthew J. Robson, Randy D. Blakely, Jen-Tsan Chi, Steven D. Crowley, Jamie R. Privratsky

**Keywords:** acute kidney injury, myeloid cells, cytokines, interleukin-1, ischemia-reperfusion

## Abstract

**Introduction:** Acute kidney injury (AKI) is one of the most common causes of organ failure in critically ill patients. Following AKI, the canonical pro-inflammatory cytokine interleukin-1β (IL-1β) is released predominantly from activated myeloid cells and binds to the interleukin-1 receptor R1 (IL-1R1) on leukocytes and kidney parenchymal cells. IL-1R1 on kidney tubular cells is known to amplify the immune response and exacerbate AKI. However, the specific role of IL-1R1 on myeloid cells during AKI is poorly understood. The objective of the present study was to elucidate the function of myeloid cell IL-1R1 during AKI. As IL-1R1 is known to signal through the pro-inflammatory Toll-like receptor (TLR)/MyD88 pathway, we hypothesized that myeloid cells expressing IL-1R1 would exacerbate AKI.

**Methods:** IL-1R1 was selectively depleted in CD11c^+^-expressing myeloid cells with *CD11cCre* ^*+*^ */IL-1R1* ^*fl/fl*^ (Myel KO) mice. Myel KO and littermate controls (*CD11cCre* ^*-*^ */IL-1R1* ^*fl/fl*^–Myel WT) were subjected to kidney ischemia/reperfusion (I/R) injury. Kidney injury was assessed by blood urea nitrogen (BUN), serum creatinine and injury marker neutrophil gelatinase-associated lipocalin (NGAL) protein expression. Renal tubular cells (RTC) were co-cultured with CD11c^+^ bone marrow-derived dendritic cells (BMDC) from Myel KO and Myel WT mice.

**Results:** Surprisingly, compared to Myel WT mice, Myel KO mice displayed exaggerated I/R-induced kidney injury, as measured by elevated levels of serum creatinine and BUN, and kidney NGAL protein expression. In support of these findings, *in vitro* co-culture studies showed that RTC co-cultured with Myel KO BMDC (in the presence of IL-1β) exhibited higher mRNA levels of the kidney injury marker NGAL than those co-cultured with Myel WT BMDC. In addition, we observed that IL-1R1 on Myel WT BMDC preferentially augmented the expression of anti-inflammatory cytokine interleukin-1 receptor antagonist (IL-1ra/*Il1rn*), effects that were largely abrogated in Myel KO BMDC. Furthermore, recombinant IL-1Ra could rescue IL-1β-induced tubular cell injury.

**Discussion:** Our findings suggest a novel function of IL-1R1 is to serve as a critical negative feedback regulator of IL-1 signaling in CD11c^+^ myeloid cells to dampen inflammation to limit AKI. Our results lend further support for cell-specific, as opposed to global, targeting of immunomodulatory agents.

## Introduction

Acute kidney injury (AKI) is one of the most common causes of organ failure, occurring in up to 5% of all hospitalized patients (Ronco et al., 2019) and more than 50% of intensive care unit (ICU) patients (Hoste et al., 2015). Several illnesses or exposures can precipitate AKI including sepsis/infection, drug toxicity, and ischemia. Among various etiologies, ischemia-reperfusion injury (IRI) is a frequent clinical complication following transplantation, heart failure, hypovolemia, shock, and vascular clamping during surgical procedures (Ronco et al., 2019). Despite its high morbidity and mortality, there are no effective therapies for AKI aside from supportive care. Thus, there is motivation to identify novel therapeutic targets for AKI.

Kidney myeloid cells are recognized as a critical player in AKI (Han et al., 2019; Xu, 2021). Among kidney myeloid cells, macrophages and dendritic cells play important roles during both the initial injury and subsequent healing process. Unlike in other tissue microenvironments where CD11c (gene name *Itgax*) is used to specifically identify dendritic cells, most non-neutrophil myeloid cells, including macrophages and some monocytes, express CD11c^+^ (Kawakami et al., 2013; Lever et al., 2019; Salei et al., 2020; Zimmerman et al., 2020; Salei et al., 2021; Privratsky et al., 2023). The roles of CD11c-expressing myeloid cells during AKI are complex and context-specific as CD11c^+^ myeloid cells promote cyst formation in a cystic disease model (Zimmerman et al., 2019); whereas deletion of CD11c^+^ cells aggravates cisplatin- and sepsis-induced AKI (Tadagavadi and Reeves, 2010; Privratsky et al., 2023), and impairs the healing process and promotes pro-inflammatory cytokine generation following ischemic AKI (Kim et al., 2010; Lu et al., 2012). Indeed, depending on their activation and subsequent polarization phenotype, CD11c-expressing myeloid cells can secrete both pro- and anti-inflammatory cytokines to modulate the response to kidney injury. The inflammatory pathways that determine myeloid cell phenotype to regulate AKI severity and repair require further elucidation.

During kidney injury, danger signals trigger the release of the canonical pro-inflammatory cytokine interleukin-1 (IL-1)β. IL-1β is produced mainly by activated myeloid cells and binds to its cell surface receptor, IL-1 receptor R1 (IL-1R1), which is typically associated with the activation of pro-inflammatory signaling pathways (Sims and Smith, 2010; Anders, 2016). IL-1R1 has been significantly implicated in AKI as mice with global deletion of IL-1R1 are protected from ischemic and toxic AKI, renal fibrosis following unilateral ureteral obstruction (UUO), and cyst formation (Haq et al., 1998; Jones et al., 2009; Privratsky et al., 2018; Yang et al., 2019). However, when its functions are examined in a cell-specific context, IL-1R1 can serve both protective and detrimental roles (Zhang et al., 2014b; Ren et al., 2022; Ren et al., 2023). One cell type in which the IL-1R1 has been poorly studied for its role in AKI are myeloid cells.

Based on our previous study in a cisplatin AKI model, where we saw reduced inflammatory cytokine expression from IL-1R1-deficient macrophages infiltrating the injured kidneys (Privratsky et al., 2018), we hypothesized that myeloid cells expressing IL-1R1 would exacerbate AKI. To address this hypothesis, we employed a genetic mouse model to specifically delete IL-1R1 from CD11c^+^ myeloid cells and subjected the conditional mutants to IRI AKI. Surprisingly, we found that IL-1R1 on CD11c^+^ cells actually limits ischemic AKI by promoting anti-inflammatory cytokine generation.

## Materials and methods

### Animal experiments

*Animal care.* Male *IL-1R1* ^*fl/fl*^ mice were generously provided by Dr. Randy Blakely (Robson et al., 2016) bred with female *CD11cCre* ^*+*^ mice (Caton et al., 2007) (strain #008068, C57BL/6J congenic background) to obtain *CD11cCre* ^*+*^ */IL-1R1* ^*f/f*^ (Myel KO) mice and *CD11cCre* ^*-*^ */IL-1R1* ^*f/f*^ (Myel WT) littermate control mice. Male mice were randomly assigned to baseline or ischemia-reperfusion (I/R) surgery. Experimenters were blinded to genotype. All of the animal studies were approved by the Durham Veterans Affairs Medical Center (VAMC) Institutional Animal Care and Use Committee, performed at the Durham VAMC, and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

*Ischemia reperfusion model.* Ischemia-reperfusion was performed as previously described via unilateral vascular clamping and contralateral nephrectomy (Suliman et al., 2021). Briefly, mice were anesthetized with ketamine/xylazine. Mice were placed on a warming pad (Hallowell EMC, Pittsfield, MA) heated to 38°C by a Gaymar TP650 water pump. After aseptic prep, a midline dorsal incision was created, and blunt dissection was performed toward right kidney. The flank muscle and fascia above the right kidney was incised and the right kidney was exteriorized after which the renal pedicle was ligated with suture and the right kidney removed. After closure of fascia and muscle over right kidney, blunt dissection was performed toward left kidney. The flank muscle and fascia above the left kidney was incised and the left kidney was exteriorized. Adipose and connective tissue were carefully removed near renal vessels and a 80g pressure clamp (Fine Science Tools, #18055-02) was placed on the left renal pedicle for 26 min. At the end of ischemic time, the clamp was removed, and reperfusion was confirmed by color change in kidney. The fascia and muscle layer and skin were closed by suture and incision infiltrating with 0.25% bupivacaine. The animal was given buprenorphine (0.1mcg/gm) in normal saline subcutaneously for post-operative pain control. The animal was then placed in cage with warming pad during recovery.

### Blood and Serum Analyses

Blood was collected at the indicated time points, allowed to clot for 30 min at room temperature, and centrifuged at 3,000 g for 10 min at 4°C. Serum creatinine levels were measured by LC-mass spectrometry by the University of Alabama at Birmingham (UAB)–University of California San Diego (UCSD) O’Brien Center for Acute Kidney Injury Research Bioanalytical Core (supported by NIH-NIDDK grant DK079337). Serum BUN was measured by kit (Cat# EIABUN, ThermoFisher) according to instructions.

### Histologic injury scoring

Kidney tissues were removed, and a cross-sectional segment obtained. The kidney segment was fixed with 10% neutral-buffered formalin (VWR 16004-128); embedded with paraffin; sectioned in 5 μm sections by the Duke Research Immunohistology Laboratory. Sections were stained with periodic acid-Schiff (PAS) stain and scored by an experienced animal pathologist masked to experimental groups. Sections were graded according to a previously established scoring system (Zhang et al., 2014a): the percentages of tubules with cell lysis/dilation, loss of brush border, and cast formation were scored on a scale from 0-4 (0, no damage; 1, less than 25%; 2, 25%-50%; 3, 50%-75%; 4, >75%). Histologic scores for each kidney were obtained by adding individual component scores.

### RNA extraction and real-time quantitative PCR

RNA was isolated with a Quick-RNATM MiniPrep (Cat# R1055, Zymo Research) or Quick-RNATM MicroPrep (Cat# R1501, Zymo Research) according to the kit instructions. RNA concentration was measured by Nanodrop. The High-Capacity cDNA Reverse Transcription Kit (Cat# 4368813, Invitrogen) was used to synthesize cDNA according to manufacturer’s instructions. Gene expression levels were measured by RT-PCR using Taqman assay (Cat# 4370074, Applied Biosystems) and primers (Supplementary Table S1).

### Western blots

A piece from flash frozen kidneys were homogenized in RIPA Buffer (Cat# R0278, Sigma-Aldrich) containing protease inhibitor (Cat# 1860932, Thermofisher). Protein concentration was measured by PierceTM BCA Protein Assay Kit (Cat# 23227, Thermofisher). 20 μg total protein was loaded into 4%–12% Bis-tris gels and transferred to polyvinylidene difluoride membranes. The membranes were blocked by 5% nonfat milk-TBST for 1 h and then incubated with primary antibodies against NGAL (RRID# AB_355022) or β-actin (RRID# AB_476692) overnight at 4°C. After washing and incubation with secondary antibodies, membranes were then processed with chemiluminescence (Cat# WBLUC0500, Millipore) and detected with Amersham gel imager 680 (Amersham, Buckinghamshire, UK) analysis system. The detected bands were quantified for densitometry by ImageJ.

### Kidney flow cytometry and cell sorting

Kidneys were harvested from naïve or ischemia/reperfusion (I/R) injured Myel WT and Myel KO mice and minced into small pieces, subsequently transferred into a GentleMACS C tube containing 5 mL of digestion buffer (RPMI-1640, 10 μg/mL DNAase, 1 mg/mL Type IV collagenase). The minced kidney was processed using GentleMACS Dissociator. Following mechanical dissociation, the kidney mixture was digested for 30 min at 37°C. Cells were soft spun down at 10 g for 1 min, and supernatant was filtered through a 70 μm cell strainer to remove large cell debris and washed with wash buffer (DPBS, 3% FBS, 2 mM EDTA). Cells were spun down and red blood cells in pellets were lysed with ACK Lysis Buffer (Cat# A10492-01, Gibco), and then the cell suspensions were filter through a 40 μm cell strainer. Cells were spun down, resuspended with Fc-block buffer (Cat# 101320, Biolegend) and incubated for 15 min at 4°C before staining with fluorescently labeled antibodies (Supplementary Table S2), and then live/dead near-IR Dead Cell Stain (Cat# L34976, Invitrogen). Cells were fixed with BD CytoFix (Cat# 554655, BD Biosciences). Prior to analysis, 20 µL of Count Bright absolute counting beads (Cat# C36950, Invitrogen) were added to cells, and samples were acquired on an BD LSRII and analyzed using FlowJo software. The gating strategy was described in Figure 3. Total cell numbers were obtained using enumeration formula as described in manufacturer’s instructions. For cell sorting, digest, blocking, and primary antibody incubation were per above; however, at the end of primary antibody incubation, cells were spun down and resuspended in DPBS + 2% FBS + 2 mM EDTA + 10 μg/mL DNAase + 1/10000 DAPI, and live cells were sorted for populations of interest on an Astrios Sorter (Beckman) by the Duke Cancer Institute Flow Cytometry Core. Cells were collected directly into RNA Lysis Buffer and used for gene expression analysis.

### Immunofluorescence staining

Kidney tissues from *CD11cCre* ^*+*^ mT/mG mice were fixed in 4% paraformaldehyde in PBS for 60 min at room temperature and then transferred to 30% sucrose in DPBS and incubated overnight at 4°C. Samples were embedded in OCT and store at −80°C until use. After sectioning at 5 μm, the cryosections were blocked in 1% BSA for 1 h, followed by DAPI at 1:1000 for 15 min. After washing, the slides were mounted for examination. Images were captured using Axio Imager microscopes (Zesis, Oberkochen, Germany).

#### Cell culture

*Bone marrow derived dendritic cell.* Bone marrow derived dendritic cells (BMDCs) were generated using well established techniques (Hammer et al., 2011; Wagner et al., 2014; Hoste et al., 2015). Briefly, bone marrow was harvested from Myel WT or Myel KO mice by flushing the femurs and tibia with Hank’s Balanced Salt Solution (HBSS) using a 27-gauge needle. Bone marrow cells were cultured in 10 mL of complete RPMI (10% heated-inactivated FBS with 20 mM penicillin/streptomycin) supplemented with GM-CSF from cultured supernatants (kindly provided by Dr. Gianna Hammer, University of Utah) to differentiate them into CD11c^+^ dendritic cells (DCs). On day 3, an additional 10 mL of fresh complete medium containing GM-CSF was added. On day 6, half of the culture medium was replaced with fresh complete medium containing GM-CSF. Upon maturation, typically between day 7 and day 10, cells were more than 90% CD11c^+^ by flow cytometry.

*BMDC stimulation.* Mature BMDCs derived from Myel WT and Myel KO mice were stimulated with vehicle, IL1β (10 ng/mL) or LPS (10 ng/mL) for 12 h. Following treatment, both the cell supernatants and cell lysates were harvested for further analysis.

*HK2 cell.* The human immortalized proximal tubule epithelial cell line HK-2 (ATCC, CRL-2190) was kindly provided by Dr. Tomokazu Souma and cultured in DMEM/F12 supplemented with 10%FBS, 1% penicillin/streptomycin, 1% Insulin-Transferrin-Selenium solution (Cat# 41400-045, Gibco).

*Co-culture BMDCs and HK2 cells.* HK2 cells were seeded into the bottom compartment of 12-well transwell plate (Cat# 76313-904, VWR) a day prior to the initiation of co-culture. Once grown to confluency, HK2 cells were starved for 12 h in FBS-free DMEM/F12 medium. Mature BMDCs derived from Myel WT and Myel KO mice were seeded into insert wells at a density of 0.2 million cells per well and co-cultured with HK2 cells in the presence of vehicle or IL1β for 12 h. Subsequently, HK2 cells were harvested for RNA analysis. For oxygen-glucose deprivation (OGD), HK-2 cells were subjected to 12-h OGD (DMEM no glucose, 92% N2/3% H2/5% CO2) in an anaerobic chamber (Coy Laboratories). After OGD, media was replaced with FBS-free DMEM/F12 medium. Mature BMDCs derived from Myel WT and Myel KO mice were seeded into insert wells at a density of 0.2 million cells per well and co-cultured with HK2 cells for 12 or 18 h in a 37°C growth incubator with 95% air/5% CO2. Subsequently, HK2 cells and BMDC were harvested for RNA analysis.

*Rescue experiment using anakinra.* HK2 cells were grown in 12-well plates to 80%-90% confluence, followed by a 12-h starvation. Cells were then pretreated with anakinra (10 μg/mL) for 1 h prior to exposure to supernatants from either vehicle-treated or IL1β-stimulated BMDCs derived from Myel WT and Myel KO mice for an additional 12 h. Subsequently, HK2 cells were harvested for RNA analysis.

### Single cell RNA sequencing (scRNAseq) analysis

*Kidney digestion and cell isolation.* Our scRNAseq cell isolation protocol has been previously described (Ide et al., 2021; Privratsky et al., 2023). Mice were perfused with ice-cold PBS via cardiac puncture after which the kidneys were harvested. Kidney digest was performed with liberase TM (0.3 mg/mL, Roche, Basel, Switzerland, #291963), hyaluronidase (10 mg/mL, Sigma, H4272), DNaseI (20 mg/mL) at 37 C for 20 min. After centrifugation, cell pellets were incubated with ACK lysing buffer (ThermoFisher #A1049201) and again centrifuged. Pellets were incubated with 0.25%trypsin EDTA at 37 C for 10 min with shaking at 100 rpm in bacterial shaker. Trypsin was inactivated using 10% fetal bovine serum in PBS. Cells were then washed and resuspended in DPBS supplemented with 0.04% bovine serum albumin. After filtration through a 30 μm strainer, cells were loaded onto 10X Chromium System (10X Genomics) at 1000 cells/μl by the Duke Human Vaccine Institute (DHVI) Sequencing Core. The control condition consists of one contralateral, non-ischemic kidney from a wildtype mouse, The ischemic condition consists of one kidney subjected to ischemia-reperfusion surgery. After library preparation, samples were sequenced on a Novaseq 6,000 (Illumina) S2 flow cell by the Duke Center for Genomic and Computational Biology Sequencing Core. Cell Ranger software from 10X Genomics was used to transform raw base call files into FASTQ files (cellranger mkfastq) and align reads with reference mouse genome (cellranger count).

*QC and filtering*. Gene expression matrices generated separately by the *CellRanger* pipeline for each of the two samples were merged together into a single matrix. To exclude low quality cells, we stringently filtered out cells for which fewer than 200 genes/500 unique molecular identifier (UMI)s were detected and excluded likely doublets by removing cells with greater than 150,000 UMIs. We also filtered out cells for which the percent of mitochondrial gene expression represented more than 55% of the total gene expression. These filters removed 4,665 cells. The dataset ultimately consisted of 25702 cells (12,586 for control; 13,116 for ischemia). 

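The deposited counts held 15110 barcodes for the control kidney and 15257 for the ischemic kidney, 30367 together, each barcode standing for a droplet called as a cell. Applied to these counts, the filters kept 12586 control and 13116 ischemia cells, 25702 together. They removed 2524 control and 2141 ischemia barcodes, 4665 together. The limit of 55% mitochondrial UMIs removed 2524 control and 2137 ischemia barcodes. Fewer than 200 genes were detected in 7 control barcodes and 1 ischemia barcode, and a barcode could fail more than 1 filter. More than 150000 UMIs were found in 0 control and 4 ischemia barcodes, and 0 barcodes had fewer than 500 UMIs. The kept cells carried 124679362 UMIs in the control and 128733541 in the ischemia library. The median depth was 3839 UMIs and 1408 genes per control cell, against 2138.5 UMIs and 963 genes per ischemia cell. Of the kept cells, 3457 control cells (27.5%) and 1950 ischemia cells (14.9%) had over 25% mitochondrial UMIs. The alternative that moved these counts most was a minimum of 1000 UMIs per cell, which kept 9031 control and 7885 ischemia cells.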

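Both libraries list the same 32285 gene identifiers. Of these, 25365 had a UMI in at least 1 kept cell, with 23950 detected in the control library and 24209 in the ischemia library. The other 6920 identifiers had no UMI in any kept cell.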

All genes that were not expressed in at least 1 cell were discarded, leaving 32,285 genes.

*Normalization, sample integration and clustering*. We used the R package *Seurat* v4.3.1 standard workflow for integration of multiple samples to combine the two samples into a unique data set before clustering and visualization. Prior to integration, gene expression was normalized for each sample by scaling by the total number of transcripts, multiplying by 10,000, and then log transforming (log-normalization). We then identified the 2,000 genes that were most variable across each sample. Next, we identified anchor genes between samples using the *FindIntegrationAnchors* function that were used as a basis for *Seurat* to perform the integration of the two samples. We scaled the integrated data before running a Principal Component Analysis (PCA). We then utilized the shared nearest neighbor (SNN) modularity optimization-based clustering algorithm implemented in *Seurat* for identifying clusters of cells. This was performed using the *FindNeighbors* function with 30 PCs, followed by the *FindClusters* function with the Louvain algorithm using a 0.3 resolution. This allowed us to assign cells into a total of 19 clusters. 

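With these settings, the deposited counts gave 19 clusters of 80 to 10470 cells. The largest, cluster 0, had a median of 836 UMIs per cell, while the medians of the other clusters lay between 3106 and 35179. The number of clusters changed most at resolution 0.6, which gave 25. The 8 genes of the scRNAseq claims were left out of the variable genes here, and keeping them gave 19 clusters again.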

We applied the UMAP method on the cell loadings of the previously selected 30 PCs to visualize the cells in two dimensions.

*Conserved cluster markers and cell identification*. Known markers of cells present in the mouse kidneys were used to manually identify corresponding cell types for each cluster (Park et al., 2018; Clark et al., 2019; Kirita et al., 2020). After annotation and combining of cell subpopulations (i.e., proximal tubule s1, s2, s3 into one PT cluster), the final clustering consisted of 13 different cell populations. 

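Each cluster took the name of the marker list with the highest mean log2 ratio of CPM (UMIs scaled to the total of the cluster's cells) to the median of all clusters, provided that at least 3 markers were detected and that its leading genes held more markers of this list than of any other. By this rule 16 of the 19 clusters were named, and they formed 13 populations after 3 clusters were combined as proximal tubule (PT) and 2 as endothelial cells (EC). The populations were PT (6701 cells), EC (1939), thick ascending limb (TAL, 992), macrophages (862), principal cells of the collecting duct (CD-PC, 842), distal convoluted and connecting tubule (DCT-CNT, 821) and pericytes (423). The smaller ones were neutrophils (PMN, 241 cells), T cells (225), thin limb of the loop of Henle (165), podocytes (153), intercalated cells of the collecting duct (103) and B cells (80). No cluster was named urothelium. The unnamed clusters 0, 4 and 16 held 36.3%, 6.75% and 0.509% of control cells and 45.0%, 5.50% and 0.389% of ischemia cells. Macrophage-like cells made up 2.30% of control cells (289 cells, 95% interval 2.04–2.57) and 4.37% of ischemia cells (573 cells, 4.03–4.73). Ischemia can change the genes that define a cluster, so the difference between these shares was not read as a change in cell number. A minimum of 1000 UMIs per cell moved them most, to 3.11% and 7.06%, and gave 11 populations. The neutrophil-like cluster of 33 control and 208 ischemia cells included 32 cells of another kind, which left it at resolution 0.6 and had 1.71 CPM of S100a8 and S100a9 against 87661 CPM in the 209 cells that stayed.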

Expression of genes of interest were plotted using the DotPlot and FeaturePlot functions within Seurat on the RNA assay.

Macrophage subclustering. A subset of cells corresponding to macrophage clusters was reclustered independently using a similar workflow as for the whole data set.

### Statistical analyses

Figures were generated using Biorender.com. Statistics for scRNAseq analysis were performed as described in the scRNAseq section. Statistical tests and visualization for all other data were performed with GraphPad Prism software. The figures are representative of experiments that were repeated at least twice on different days. An unpaired Student’s t-test with Welch’s correction was used to compare two experimental groups with normal distribution. Comparisons involving more than 2 groups were analyzed by two-way ANOVA with Sidak’s multiple comparisons test for post-hoc analysis or multiple comparisons T-test as appropriate to compare groups. *p* < 0.05 was considered statistically significant.

## Results

### IL-1R1 is expressed at highest levels on CD11c^+^/F4/80^hi^ macrophages

In order to optimally target IL-1R1 deletion to the most relevant intra-renal myeloid cells, we first wanted to identify the intra-renal myeloid cell population(s) on which IL-1R1 is expressed. Since IL-1R1 is known to be expressed at low levels on myeloid cells making it difficult to detect by surface expression (Liu et al., 2019), we performed single cell RNA sequencing (scRNAseq) on control kidneys and clustered cells based on known myeloid cell markers (Figure 1A; Supplementary Figure S1) (Park et al., 2018; Kirita et al., 2020; Privratsky et al., 2023). 

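The scRNAseq libraries came from 1 uninjured contralateral kidney (control) and 1 ischemic kidney of wildtype male C57BL/6J mice, harvested 24 h after surgery. The sample labels give 27 min of ischemia, and the paper's surgery paragraph gives 26 min. Cells were captured in droplets on the 10X system, in which a unique molecular identifier (UMI) marks each captured RNA molecule. The authors deposited UMI counts per gene and cell from Cell Ranger 7.0.0, without normalization and before their filters. These counts total 142686238 UMIs in the control and 142959737 in the ischemia library. The paper's filters, log-normalization, integration and clustering were applied to them with Seurat 5.3.0. The genes of the scRNAseq claims were left out of the variable genes, so that no gene reported at a claim defined a cluster. Expression in a group of cells was given as CPM, the gene's UMIs scaled to the total UMIs of those cells, with an exact 95% Poisson interval. Shares of cells or of UMIs were given with an exact 95% Clopper-Pearson interval, and both intervals cover counting error only. With 1 library per condition, no test between conditions was possible, and no difference could be compared with the spread between mice. A cell with at least 1 UMI of a gene was called positive. As this share rises with depth, it was also computed after each cell was thinned at random to 1000 UMIs, with shallower cells left out. Free RNA in the droplets adds UMIs to cells that do not express a gene, and its level was read from TAL-like cells. A count of 0 allows up to 3 UMIs or cells, and where intervals are compared it has the upper end of its exact interval. Gene positions were taken from the GENCODE M21 annotation of GRCm38, which holds 32235 of the listed identifiers, since the paper's text does not name the reference.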

We further subclustered the myeloid cell cluster into 4 subclusters (Figure 1B) and found that *IL-1R1* is detectable by mRNA expression on two sub-clusters (Figure 1C). 

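Macrophage-like cells of both libraries, clustered again by themselves, formed 4 sub-clusters at resolutions 0.1, 0.2 and 0.3. Numbered by size, sub-cluster 1 held 357 cells (188 control, 169 ischemia) and sub-cluster 2 held 292 (21 control, 271 ischemia). Sub-cluster 3 held 111 cells (35 control, 76 ischemia) and sub-cluster 4 held 102 (45 control, 57 ischemia). The sub-clusters were not matched cell by cell to Myel1 to Myel4 of the paper. With 21 control cells, sub-cluster 2 was not separable from the ischemia library. Il1r1 (ENSMUSG00000026072) lies on chromosome 1 of GRCm38 from 40225080 to 40317257 on the plus strand. An Il1r1 UMI was found in 6 of 357 cells of sub-cluster 1, a share of 1.68% (95% interval 0.619–3.62), and in 10 of 292 cells of sub-cluster 2, a share of 3.42% (1.65–6.21). It was found in 0 of 111 cells of sub-cluster 3, which allows a share of up to 2.70%, and in 0 of 102 cells of sub-cluster 4, which allows up to 2.94%. Both limits lie above the share in sub-cluster 1. In the control library, 2 of 188 cells of sub-cluster 1 (1.06%) and 1 of 21 cells of sub-cluster 2 (4.76%) were positive. In the ischemia library, 4 of 169 (2.37%) and 9 of 271 (3.32%) were positive. Summed over cells, Il1r1 was at 2.14 CPM (0.786–4.66) in sub-cluster 1 and at 4.46 CPM (2.31–7.80) in sub-cluster 2. The ratio of the former to the latter was 0.480 (0.148–1.38), so a difference was not detectable at this depth. It was 1.28 at a sub-clustering resolution of 0.5, the alternative that moved it most, where the group matched to sub-cluster 2 held 163 of its 292 cells. TAL-like cells were at 0.262 CPM (0.0962–0.571), with 6 of 992 positive, a share of 0.605% (0.222–1.31). The unnamed cluster 0, of low depth, was at 2.68 CPM (1.82–3.81), so free RNA was not excluded as a source of these UMIs. Median depths were 6452, 8818.5, 1632 and 8899.5 UMIs per cell in sub-clusters 1 to 4, against 22049 in TAL-like cells. After thinning, which left out 1, 1, 15 and 0 cells of the sub-clusters and 4 TAL-like cells, the shares in sub-clusters 1 and 2 were 0.843% and 0.344%, and 0 of 988 TAL-like cells were positive. These thinned shares rest on 3 and 1 positive cells of 1 random draw, and no order of sub-clusters 1 and 2 was read from them. Of the 16 positive cells, 3 also carried at least 3 UMIs of EC markers. Without the macrophage-like cells that did so, Il1r1 was at 2.19 CPM, with a lower bound of 1.22.

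**Figure D1:**
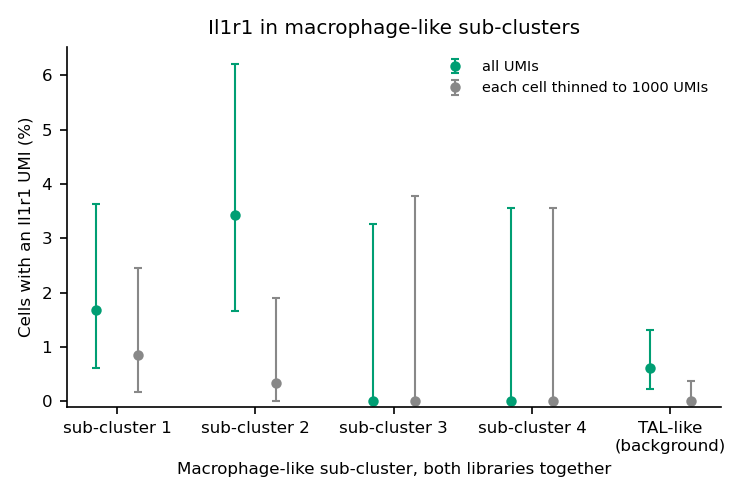
Share of cells with an Il1r1 UMI (%) in the macrophage-like sub-clusters of both libraries together and in TAL-like cells as background, with all UMIs (green) and with each cell thinned to 1000 UMIs (grey). Bars are exact 95% Clopper-Pearson intervals, and the share in sub-cluster 2 falls from 3.42% to 0.344% with thinning.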

We determined mRNA expression of other cell surface markers on subclusters and noted that the Myel1 and Myel2 sub-clusters express cell surface markers similar to F4/80^hi^ and CD11b^hi^ macrophages (Figure 1D). 

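Fcgr1 (ENSMUSG00000015947, encoding CD64) lies on chromosome 3 from 96282909 to 96293969. Adgre1 (ENSMUSG00000004730, encoding F4/80) lies on chromosome 17 from 57358691 to 57483527. Itgax (ENSMUSG00000030789, encoding CD11c) and Itgam (ENSMUSG00000030786, encoding CD11b) are neighbors on chromosome 7, from 128129547 to 128150657 and from 128062640 to 128118491. H2-DMb1 (ENSMUSG00000079547, of the class II antigen pathway) lies on chromosome 17 from 34153072 to 34160230. Adgre1 was at 325 CPM (305–347) in sub-cluster 1 and 119 CPM (107–133) in sub-cluster 2, a ratio of 2.73 (2.40–3.10). Itgax was at 82.9 CPM (72.5–94.2) and 45.4 CPM (37.7–54.2), a ratio of 1.83 (1.46–2.29). Itgam was at 229.7 CPM (212–248) and 381 CPM (358–405), a ratio of 0.603 (0.546–0.666). Fcgr1 was at 194 CPM (178–211) and 285 CPM (265–306), a ratio of 0.681 (0.609–0.761). H2-DMb1 was at 310.4 CPM (290.1–332) and 167 CPM (152–183), a ratio of 1.86 (1.66–2.09). Among these ratios, that of Fcgr1 moved most, to 2.07 in the control library by itself, and to 0.508 at a sub-clustering resolution of 0.5. Within the ischemia library, Adgre1 was at 344 and 117 CPM, Itgax at 84.0 and 44.6 CPM, Itgam at 293 and 388 CPM, and Fcgr1 at 217 and 296 CPM, each difference beyond the counting intervals. H2-DMb1 there was at 187 CPM (167–208) and 162 CPM (147–178), a difference within counting error. Within the control library, where sub-cluster 2 has 21 cells, Fcgr1 was in the opposite order, at 158 CPM (136–184) in sub-cluster 1 and 76.4 CPM (36.6–141) in sub-cluster 2, with overlapping intervals. Sub-cluster 4 had the most H2-DMb1, at 560.0 CPM (514–609), with 76.7 CPM of Itgax and 19.2 CPM of Adgre1. Sub-cluster 3, whose leading genes such as Slc5a12 belong to the proximal tubule, had 68.5 CPM of Adgre1, 14.3 CPM of Itgax and 115 CPM of H2-DMb1. TAL-like cells had 0.0874 CPM of Fcgr1, Adgre1 and Itgax each, 0.219 CPM of Itgam and 1.27 CPM of H2-DMb1.

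**Figure D2:**
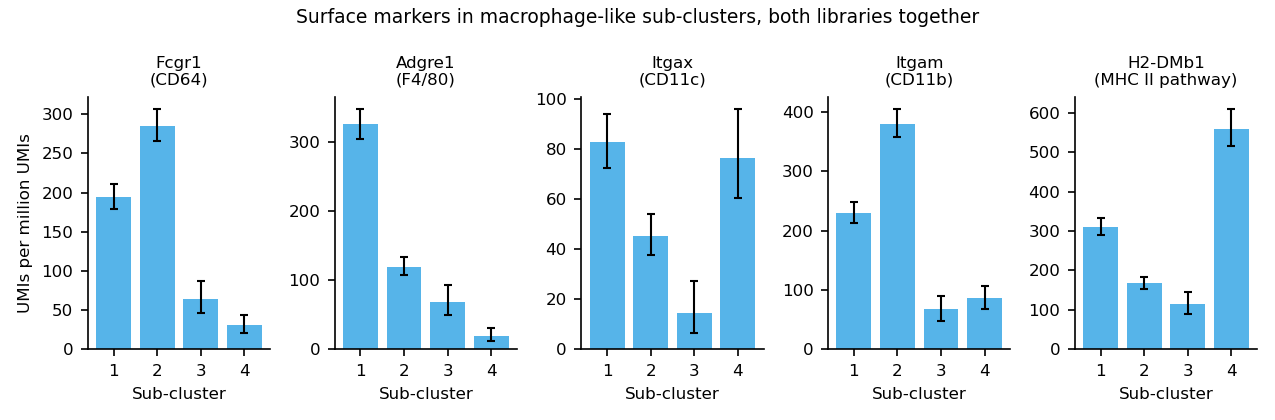
CPM of 5 surface marker genes in the 4 macrophage-like sub-clusters, both libraries together, with exact 95% Poisson intervals as error bars. Adgre1 is highest in sub-cluster 1 at 325 CPM, and Itgam is highest in sub-cluster 2 at 381 CPM.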

We performed flow cytometry on mouse kidneys and found that F4/80^hi^ and CD11b^hi^ macrophages have near ubiquitous expression of CD11c (Figure 1E). To further determine the expression and localization of CD11c^+^ myeloid cells in the kidney, we crossed the *Rosa* ^*mTmG*^ reporter mouse (Muzumdar et al., 2007) with the *CD11c Cre* mouse line (Caton et al., 2007) (Figure 1F) and performed renal vascular clamping to induce ischemia/reperfusion (I/R) acute kidney injury (AKI). We further noted the presence of CD11c-expressing myeloid cells throughout the kidney (Figure 1G).

**FIGURE 1:**
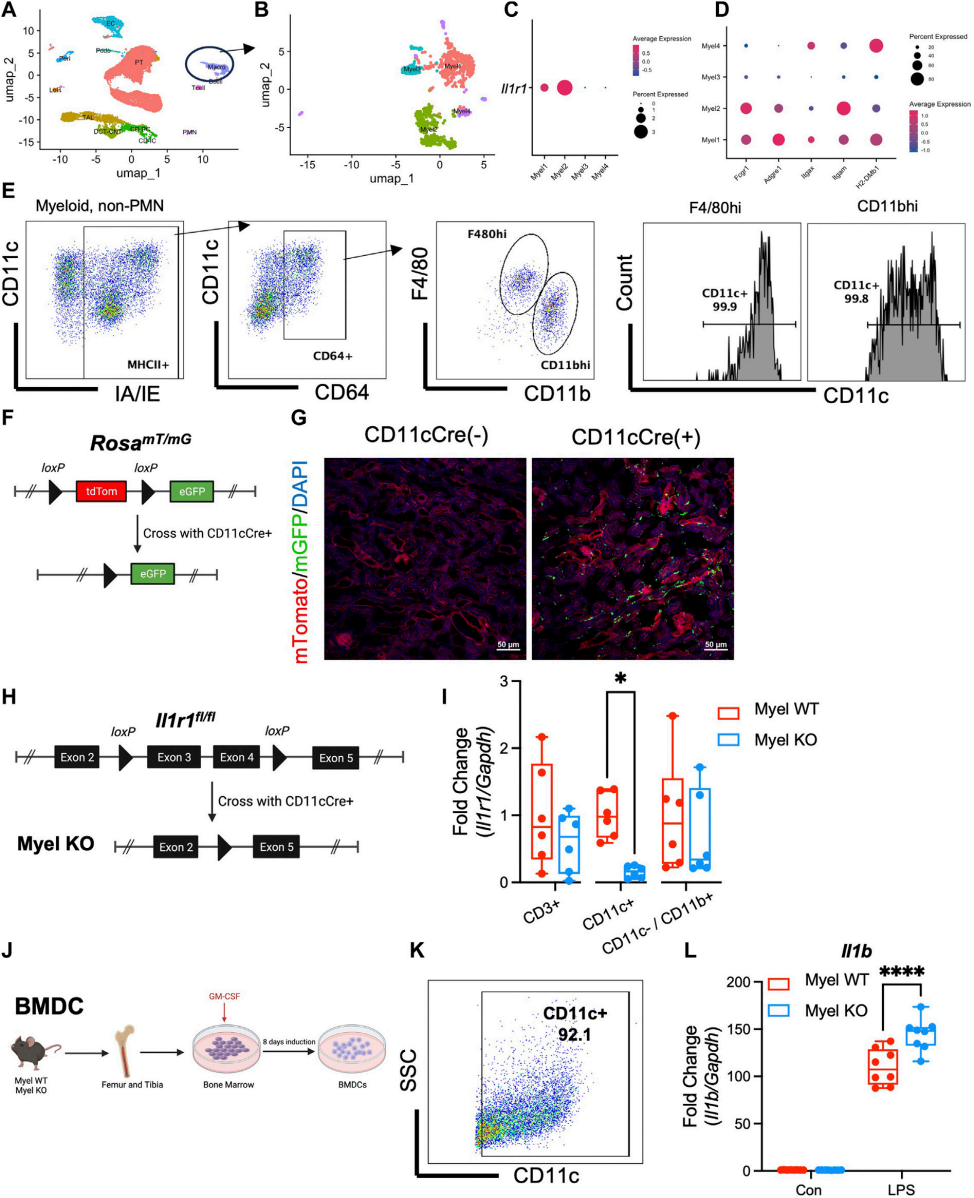
IL-1R1 is expressed in CD11c^+^ myeloid cells and CD11c^+^ IL-1R1 dampens pro-inflammatory cytokine expression. **(A–D)** Wildtype mice were subjected to unilateral ischemia/reperfusion and contralateral uninjured kidney and ischemic kidneys were harvested at 24 h and single cell RNA sequencing was performed. **(A)** UMAP plot of cells clusters in kidneys with “Macro” cluster circled. **(B)** Subclustering of Macro cluster reveals 4 myeloid populations. **(C)** Il1r1 is expressed in two sub-clusters. **(D)** Expression of other common macrophage markers in myeloid sub-clusters. **(E)** Kidneys from uninjured wildtype mice were harvested and subjected to flow cytometry with successive gating strategy shown. Note almost universal CD11c expression in F4/80^hi^ and CD11b^hi^ macrophage populations. **(F)** Genetic strategy for generation of CD11cCre^+^/Rosa^mTmG^ reporter mice (Created with Biorender.com). **(G)** Kidneys from reporter mice were harvested and shown is contour plot is representative immunofluorescence microscopy of ischemic kidneys in CD11c-Cre^+^/Rosa^mTmG^ mice and littermate controls (CD11cCre^−^/Rosa^mTmG^). Note expression of eGFP throughout kidney tissue after I/R. **(H)** Genetic strategy for generating mice with CD11c-specific deletion of IL-1R1 (Myel KO) (Created with Biorender.com). **(I)** Analysis of Il1r1 mRNA expression levels in CD3^+^, CD11c^+^ and CD11c^−^/CD11b^+^ cells sorted from the kidneys of Myel WT and Myel KO mice. Dots represent individual samples from each group (n = 6; *p < 0.05 by multiple comparisons t-test). **(J)** Bone marrow-derived dendritic cells were generated from Myel WT and Myel KO mice (Created with Biorender.com). **(K)** High expression of CD11c in BMDC after 10 days in culture. **(L)** BMDC were stimulated with vehicle (Con) or LPS and RT-PCR was performed for *Il1b* mRNA. (n = 8; ****p < 0.001 by two-way ANOVA with Sidak post-test).

### IL-1R1 stimulation on CD11c^+^ myeloid cells suppresses IL-1β expression in vitro

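Detection of Il1r1 and of Itgax, which encodes CD11c, in the same cell was counted among macrophage-like cells. This counts RNA of both genes in single cells. The paper measured CD11c protein on kidney macrophages by flow cytometry and Il1r1 mRNA in sorted CD11c+ cells, which are other measures. Of the 16 cells with an Il1r1 UMI, 2 also had an Itgax UMI, a share of 12.5% (95% interval 1.55–38.3). Among the 846 cells without an Il1r1 UMI, 271 had an Itgax UMI, a share of 32.0% (28.9–35.3). The intervals overlap, so a difference was not detectable. The median depth was 10005 UMIs in the former cells and 7413 in the latter. In the control library 1 of 3 Il1r1-positive cells had an Itgax UMI, and in the ischemia library 1 of 13. An absent UMI does not show an absent transcript at this depth: in sub-cluster 1, 39.2% of cells had an Itgax UMI, and 6.46% had it after thinning. Among TAL-like cells, 2 of 992 had an Itgax UMI, a share of 0.202%.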

As the predominant IL-1R1-expressing myeloid cells in the kidney also express CD11c, we sought to determine the role of myeloid IL-1R1 signaling in I/R by selectively deleting IL-1R1 from CD11c^+^ myeloid cells in mice. To this end, we crossed an *IL-1R1* ^*fl/fl*^ mouse line (Robson et al., 2016) to the *CD11cCre* line to generate *CD11cCre* ^*+*^ */IL-1R1* ^*fl/fl*^ mice (Myel KO) and littermate control, *CD11cCre* ^*-*^ */IL-1R1* ^*fl/*fl^ mice (Myel WT) (Figure 1H). We isolated intra-renal myeloid cells and detected specific deletion of IL-1R1 in CD11c-expressing cells (Figure 1I). To determine the inflammatory phenotype of CD11c^+^ cells in which IL-1R1 is deleted, we next isolated bone marrow from Myel WT and Myel KO mice and induced CD11c^+^ bone marrow-derived dendritic cell (BMDC)s with GM-CSF (Figure 1J). At 10 days after induction, BMDCs expressed high levels of CD11c (Figure 1K). To induce pro-inflammatory myeloid cell activation, we stimulated BMDC with lipopolysaccharide (LPS). Based on our previous data in cisplatin AKI, where we saw reduced inflammatory cytokine expression in global IL-1R1 KO kidneys (Privratsky et al., 2018), we initially hypothesized that deletion of IL-1R1 in CD11c^+^ BMDC would also limit pro-inflammatory cytokine expression. Contrary to our initial hypothesis, we found that after LPS, BMDC from Myel KO mice expressed higher levels of *Il1b* mRNA compared to BMDC from Myel WT mice (Figure 1L) and upregulated but variable levels of *Tnf* and *Il6* mRNA (Supplementary Figure S2). These data indicate that activation of IL-1R1 in CD11c^+^ myeloid cells might paradoxically constrain inflammation.

### IL-1R1 expression on CD11c^+^ cells attenuates ischemic AKI

To further examine these unexpected findings, we subjected Myel WT and Myel KO mice to kidney ischemia/reperfusion (I/R) surgery and harvested their kidneys at 6 or 24 h after reperfusion (Figure 2A). We noted similar induction of kidney injury biomarkers in Myel WT and Myel KO mice at 6 h; however, compared to Myel WT mice, Myel KO mice demonstrated significantly elevated levels of serum creatinine (Figure 2B) and blood urea nitrogen (BUN) (Figure 2C) at 24 h after I/R injury with a strong trend toward increased injury as measured by histologic injury scoring (Figures 2D, E). To confirm these findings, we further noted that Myel KO mice displayed increased expression of the kidney injury biomarker neutrophil gelatinase-associated lipocalin (NGAL) as measured by Western blot (Figures 2F, G). Taken together, these findings indicated that IL-1R1 on CD11c^+^ myeloid cells limits ischemic AKI.

**FIGURE 2:**
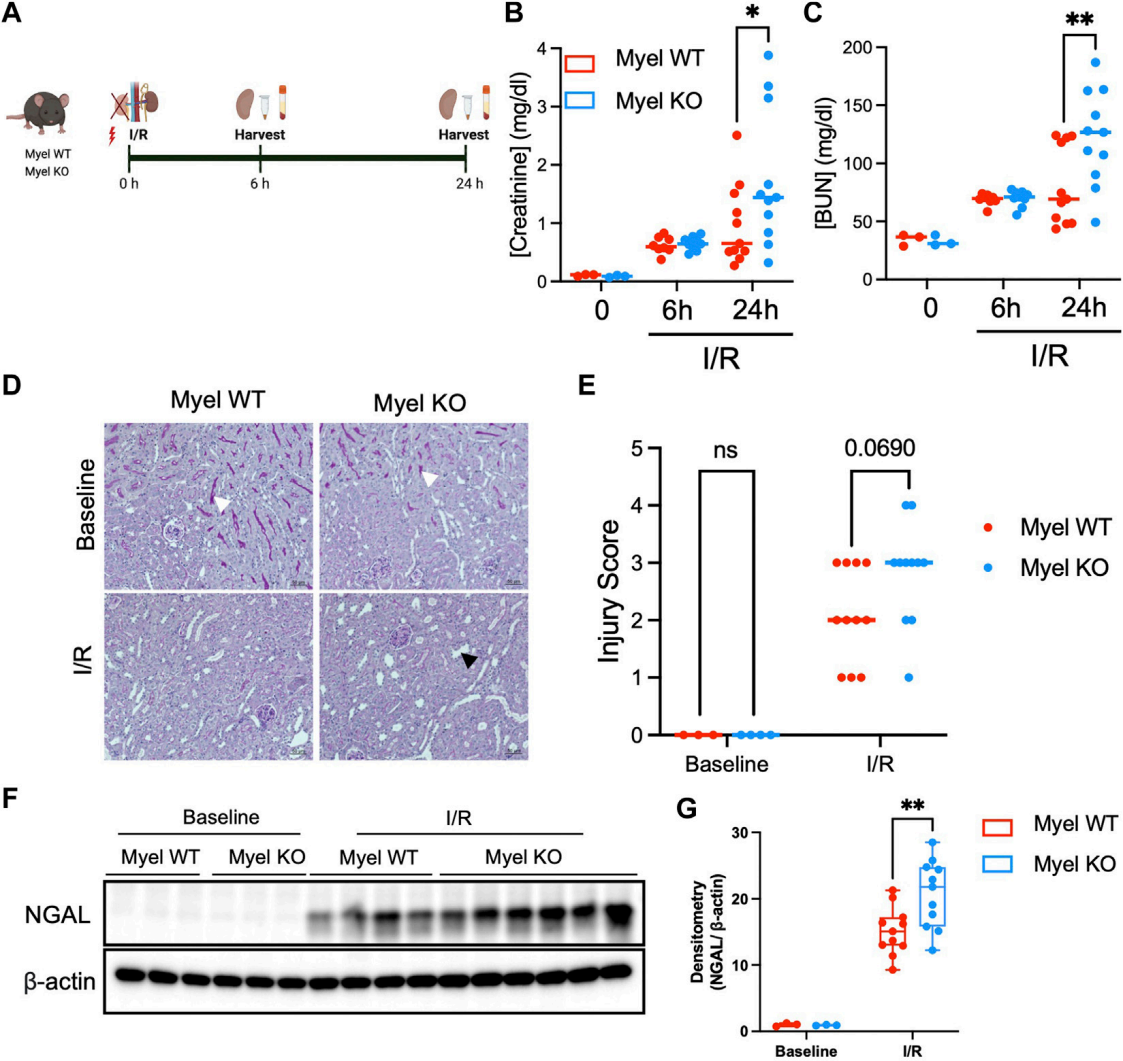
IL-1R1 on CD11c^+^ cells attenuates ischemic AKI. **(A)** Experimental model: Myel WT and Myel KO mice were subjected to ischemia reperfusion surgery for 6 h or 24 h, followed by measurement of (Created with Biorender.com) **(B)** Serum creatinine levels and **(C)** Blood urea nitrogen (BUN) at each indicated timepoints. Dots represent individual samples from each group. Statistical analysis performed by two-way ANOVA with Sidak test. (n = 3 for baseline groups; n = eight to nine mice for 6-h groups; n = 11 for 24-h groups; *p < 0.05, **p < 0.01). **(D)** Representative 20x periodic acid-Schiff (PAS) stained kidney sections from mice subjected to no I/R (Baseline) or 24 h of I/R (scale bar–50 mm, white arrowhead shows brush border in baseline sections, black arrowhead shows example of dilated tubule in I/R sections) with **(E)** quantitation of injury scoring of kidney sections by blinded observer (*p*-value determined by two-way ANOVA). **(F)** Western blot analysis of Neutrophil Gelatinase-Associated Lipocalin (NGAL) in Myel WT and Myel KO kidneys at baseline and 24-h after I/R. **(G)** Densitometry analysis of NGAL normalized to internal control (β-actin). Statistical significance between groups was determined by two way ANOVA with Sidak post-test (**p < 0.01).

### IL-1R1 on CD11c^+^ myeloid cells does not modulate intra-renal leukocyte accumulation after ischemic AKI

To identify possible mechanisms for our unexpected findings, we next sought to determine whether IL-1R1 on myeloid cells modulates leukocyte accumulation in the kidney following I/R. We performed flow cytometric analysis on control and ischemic kidneys (Figure 3A). We quantified the proportions of known intra-renal myeloid cell populations (Figure 3B) (Privratsky et al., 2023). We did not detect differences in cell numbers either at baseline or after I/R between Myel WT and Myel KO mice including in CD11c^+^ populations: F480^hi^ macrophages, conventional dendritic cell (cDC)1, cDC2, and Ly6c^lo^ monocytes (Figure 3C). Thus, we concluded that IL-1R1 on CD11c^+^ cells did not significantly modulate their accumulation in the injured kidney.

**FIGURE 3:**
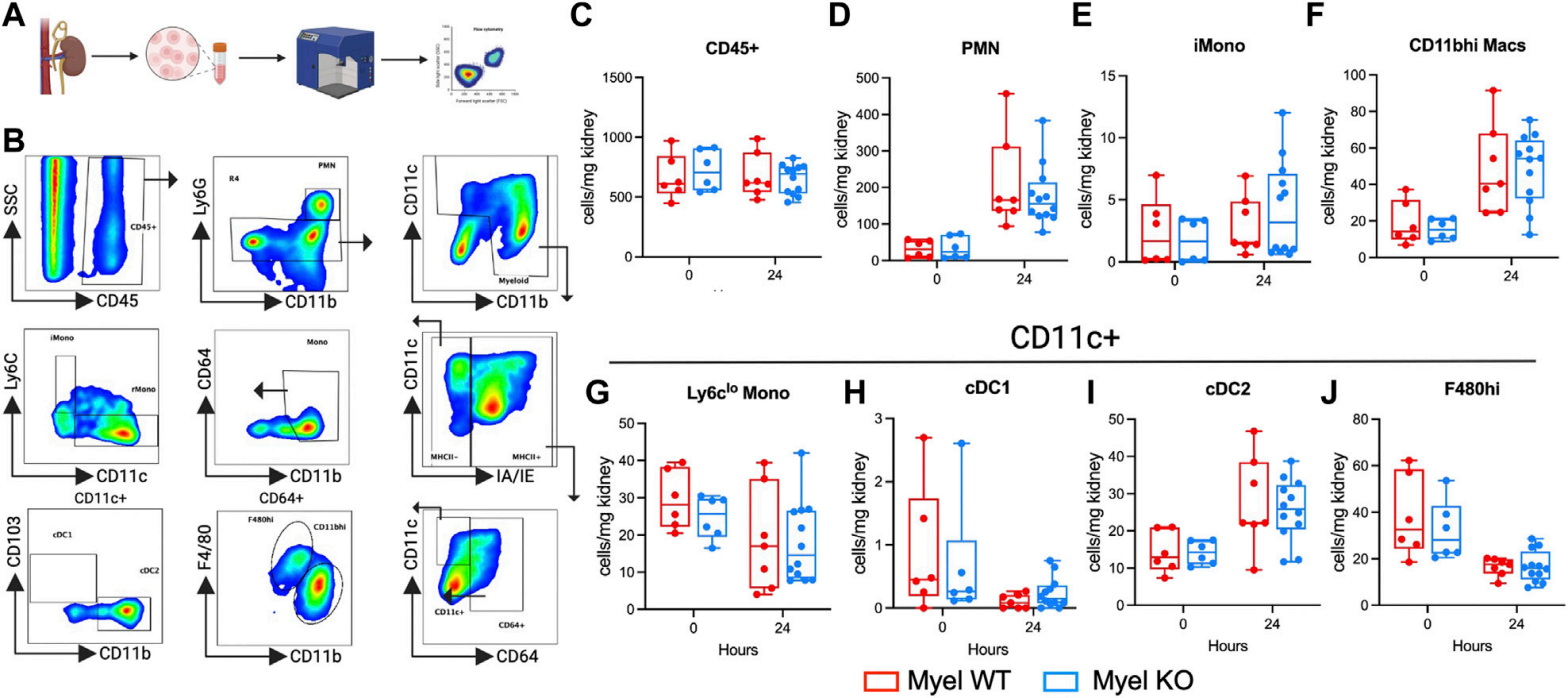
Myel KO mice show similar numbers of leukocyte cell populations compared to Myel WT mice in the kidney at 24-h after I/R. Mice were subjected to sham or I/R, and kidneys were harvested at 24 h. **(A)** Experimental workflow for testing leukocytes accumulations by flow cytometry in kidneys of Myel WT and Myel KO mice (Created with Biorender.com). **(B)** Gating strategy for cell populations. Pseudocolor dot plots for **(C)** CD45^+^, **(D)** neutrophils (PMN), **(E)** Ly6c^hi^ Monocytes (iMono), **(F)** CD11b^hi^ macrophages (CD11b^hi^ Macs). CD11c^+^ populations include **(G)** Ly6c^lo^ Monocytes, **(H)** conventional dendritic cell (cDC)1, **(I)** cDC2, **(J)** F480^hi^ macrophages. Dots represent individual samples from each group. There were no statistically significant differences between genotypes for any cell population as determined by two-way ANOVA with Sidak test.

### Activation of IL-1R1 on CD11c^+^ cells dampens expression of kidney *Il1b* and promotes expression of anti-inflammatory *Il1rn* following I/R injury

As there were minimal changes in kidney leukocyte populations, we next sought to determine whether IL-1R1 on CD11c^+^ cells modulates cytokine generation. We measured cytokine mRNA expression in the kidney after I/R. Similar to our finding in Myel KO BMDC after LPS stimulation, we again found that *Il1b* is paradoxically elevated in Myel KO kidneys compared to Myel WT kidneys at 6 h after ischemic AKI (Figure 4A), with limited effects on expression of other canonical pro-inflammatory cytokines (Figures 4B, C). We were surprised by this finding as myeloid cells were proposed as the primary source of IL-1β (Garlanda et al., 2013), and Myel KO mice lack the receptor for IL-1β. To determine whether myeloid cells are the primary expressors of *Il1b* mRNA, we generated feature plots from scRNAseq data of control and ischemic kidneys from wildtype mice. We confirmed that myeloid cell clusters express *Il1b* at high levels (Figures 4D,E). 

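Il1b (ENSMUSG00000027398) lies on chromosome 2 from 129364570 to 129371139 on the minus strand. The kept cells carried 3381 Il1b UMIs in the control library and 19174 in the ischemia library. Macrophage-like cells held 75.9% of them in the control (95% interval 74.4–77.4) and 57.7% in the ischemia library (57.0–58.4). Neutrophil-like cells held 18.7% (17.4–20.0) and 37.8% (37.1–38.5). Together, both types held 94.6% (93.8–95.4) and 95.5% (95.2–95.8). The share of macrophage-like cells moved most without integration, to 65.5% in the control library. In macrophage-like cells, Il1b was at 1432 CPM (1377–1488) in the control and 2082 CPM (2044–2121) in the ischemia library. With a gate on marker UMIs in place of clusters, which moved these values most, they were 860.5 and 1599 CPM. With the control library's mix of sub-clusters, the ischemia value was 1343 CPM. Within the sub-clusters, the libraries differed in both directions. Control and ischemia values were 1649 (1573–1727) and 1224 CPM (1172–1278) in sub-cluster 1, and 2369 (2113–2648) and 3059 CPM (2992–3128) in sub-cluster 2. They were 687 (572–817) and 659.9 CPM (586–739.9) in sub-cluster 3, and 868 (778–965) and 1419 CPM (1326–1518) in sub-cluster 4. In neutrophil-like cells, Il1b was at 1721 CPM (1589–1861) and 5920 CPM (5785–6058). Without the cells of another kind, the neutrophil-like class at resolution 0.6 (20 control and 190 ischemia cells) had 5159 and 8180 CPM. TAL-like cells had 0.290 CPM (0.0599–0.848) in the control and 6.54 CPM (5.20–8.11) in the ischemia library. In the unnamed cluster 0, Il1b was at 5.67 and 23.0 CPM. An Il1b UMI was found in 73.7% of control (68.2–78.7) and 70.7% of ischemia macrophage-like cells (66.8–74.4), at median depths of 5551 and 8638 UMIs. After thinning, which left out 7 and 10 of these cells, the shares were 50.4% and 51.3%. TAL-like cells, at medians of 19866 and 24497 UMIs, were positive in 0.599% and 4.68%, and in 0.200% and 0.818% after thinning left out 2 cells of each library. The unthinned shares go against the CPM, so no order of the libraries was read from them. The paper recalls that myeloid cells were proposed as the primary source of IL-1β, asks with these feature plots which cells are the primary expressors of Il1b mRNA, and states that the myeloid clusters express it at high levels.

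**Figure D3:**
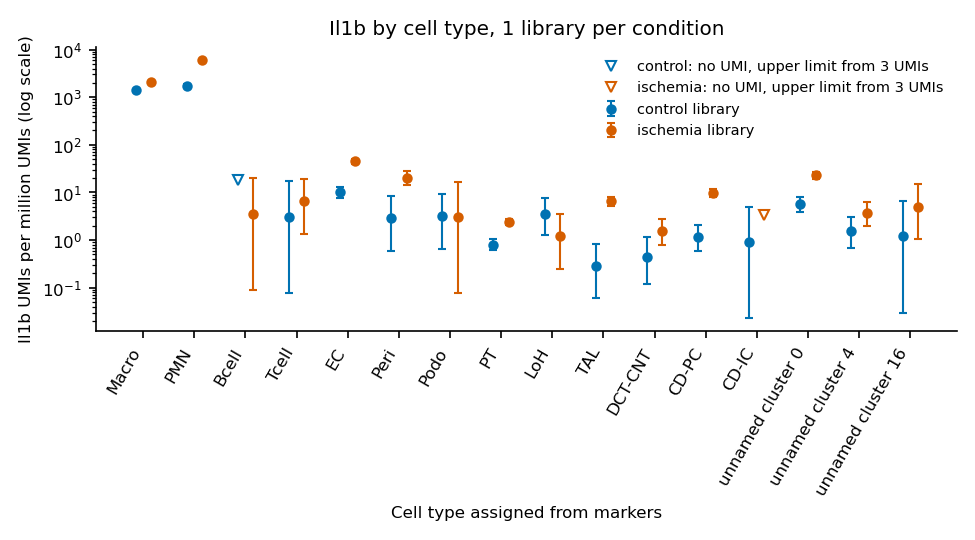
Il1b CPM (log scale) by cell type assigned from markers, in the control library (blue) and the ischemia library (orange), with exact 95% Poisson intervals as bars. Open triangles mark the limit from 3 UMIs where no UMI was found, and macrophage-like cells stand at 1432 and 2082 CPM.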

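Il1rn (ENSMUSG00000026981) lies on chromosome 2 from 24336853 to 24351494 on the plus strand. The kept cells carried 25 Il1rn UMIs in the control library and 1000 in the ischemia library. In the ischemia library, macrophage-like cells held 23.7% of them (21.1–26.5) and neutrophil-like cells 26.3% (23.6–29.1), together 50.0% (46.9–53.1). DCT-CNT-like cells held 22.7% (20.1–25.4), TAL-like cells 12.8% (10.8–15.0) and the unnamed cluster 4 held 6.5% (5.05–8.21). These distal tubule cells together held 42% (38.9–45.1). In the control library, 17 of the UMIs came from macrophage-like and neutrophil-like cells, a share of 68% (46.5–85.1). In the ischemia library, a limit of 25% mitochondrial UMIs moved the shares of macrophage-like and neutrophil-like cells most, to 27.8% and 30.2%. Il1rn was at 5.58 CPM (2.67–10.3) in control and 44.6 CPM (39.1–50.7) in ischemia macrophage-like cells. With the control library's mix of sub-clusters, the ischemia value was 23.5 CPM. Neutrophil-like cells had 19.1 CPM (7.66–39.3) and 215 CPM (189–242), and the class at resolution 0.6 had 57.1 and 296.6 CPM. DCT-CNT-like cells had 0.445 CPM (0.121–1.14) and 29.4 CPM (25.7–33.4), and TAL-like cells 0.194 CPM (0.0234–0.699) and 10.2 CPM (8.51–12.1). Of the 355 Il1rn UMIs in TAL-like and DCT-CNT-like cells of the ischemia library, 135 came from 5 cells. In the ischemia library, an Il1rn UMI was found in 15.5% of macrophage-like (12.7–18.8), 46.2% of neutrophil-like (39.2–53.2), 9.22% of DCT-CNT-like (6.43–12.7) and 11.2% of TAL-like cells (8.55–14.3). After thinning, which left out 10, 2, 4 and 2 cells, these shares were 3.91%, 21.8%, 1.69% and 1.02%. PT-like cells of the ischemia library, a further background, were at 0.425 CPM with 0.682% positive and 0.0364% after thinning.

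**Figure D4:**
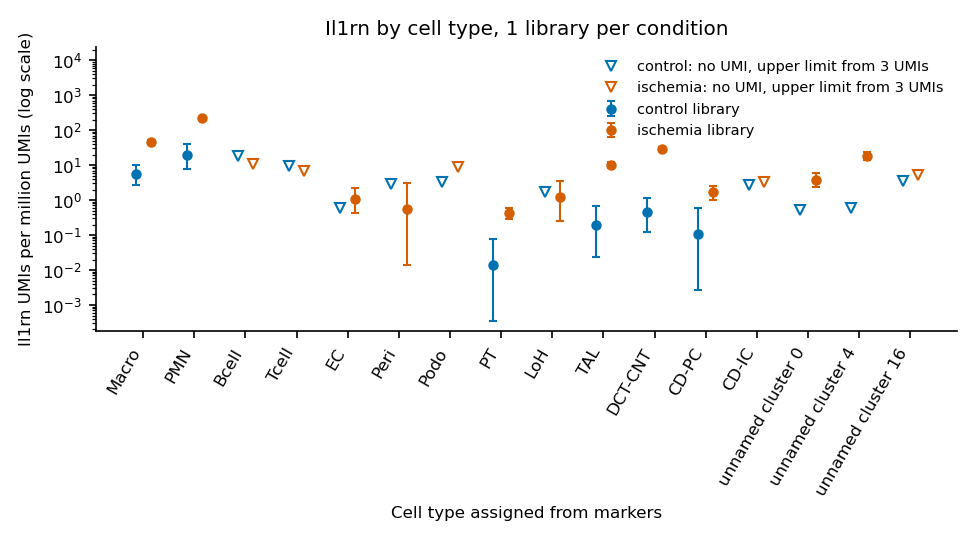
Il1rn CPM (log scale) by cell type assigned from markers, in the control library (blue) and the ischemia library (orange), with exact 95% Poisson intervals as bars. Open triangles mark the limit from 3 UMIs where no UMI was found, and neutrophil-like cells of the ischemia library stand highest at 215 CPM.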

We additionally found that myeloid cells are major expressors of *Il1rn*/IL-1ra (Figure 4F), an important feedback inhibitor of the IL-1 pathway. Using the Kidney Precision Medicine Project (KPMP) database, we verified that myeloid cells are primary expressors of *IL1RN* in human kidneys following AKI (Supplementary Figure S3). Based on these findings, we hypothesized that IL-1R1 stimulation on myeloid cells could contribute to feedback inhibition of the IL-1 pathway through generation of IL-1ra. In support of our hypothesis, we analyzed whole kidney *Il1rn* gene expression and found that Myel KO mice produce less anti-inflammatory *Il1rn* at 6 h after ischemic AKI compared to WTs (Figure 4G). These results suggest that IL-1R1 on kidney myeloid cells might regulate its own inhibitor, IL-1ra, as a mechanism of kidney protection.

**FIGURE 4:**
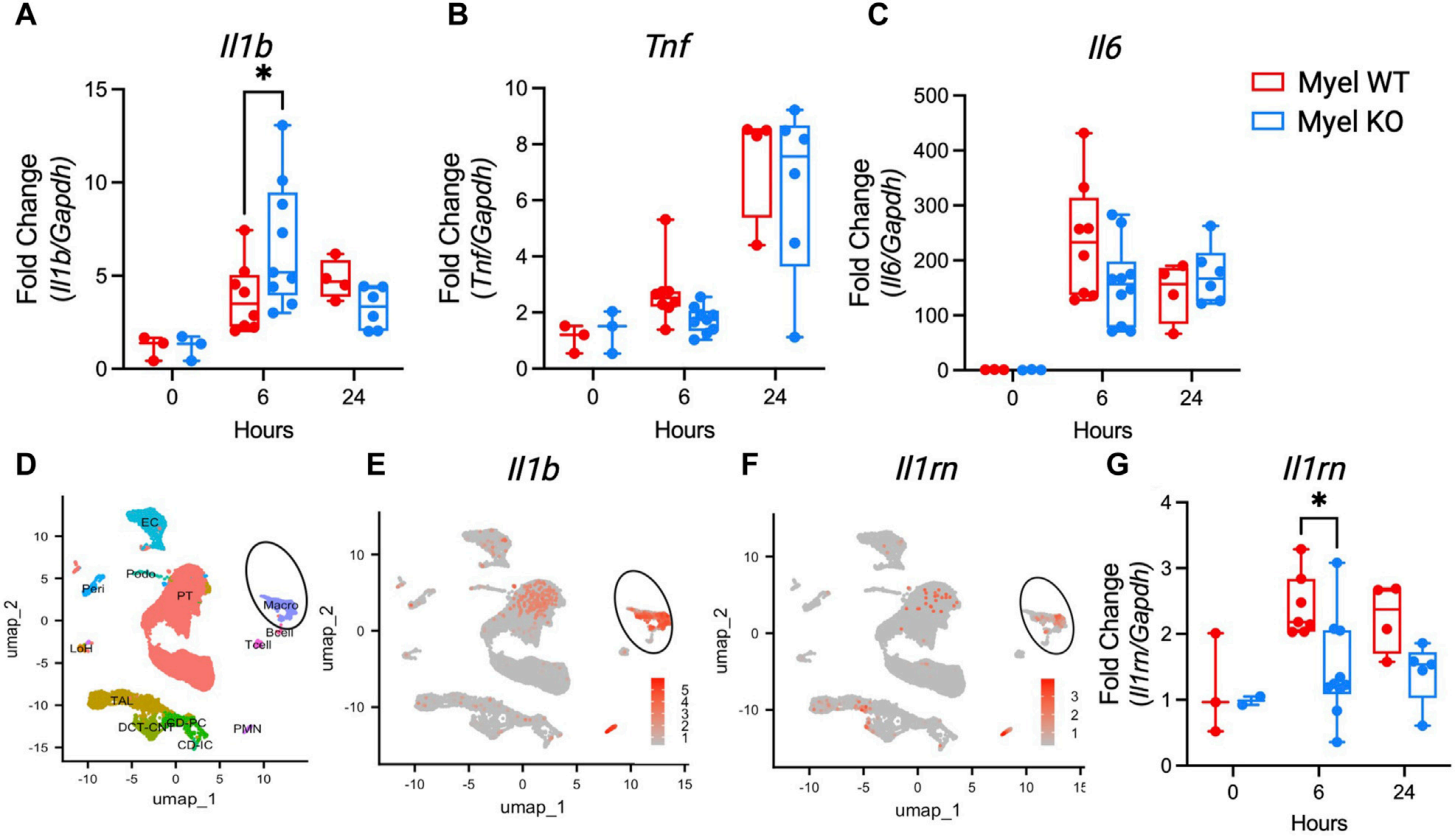
IL-1R1 in CD11c^+^ cells decreases expression of *Il1b* and *Il1rn*. Myel WT and Myel KO mice were subjected to sham or ischemia-reperfusion surgery for 6 h or 24 h. Kidneys were harvested and mRNA levels of **(A)** *Il1b* **(B)** *Tnf* and **(C)** *Il6*. **(D)** UMAP plot of cell clusters from scRNAseq analysis of wildtype mouse kidneys in control and ischemic kidneys. Circle denotes myeloid/macro cluster. **(E)** Feature plots showing *Il1b* expression. **(F)** Feature plots showing *Il1rn* expression. Note major expression of both *Il1b* and *Il1rn* occurs in myeloid cell clusters. **(G)** RT-PCR of anti-inflammatory cytokine *Il1rn* mRNA levels in kidneys from Myel WT and Myel KO mice after sham, 6-h or 24-h I/R surgery. Dots represent individual samples from each group. Statistical analysis performed by two-way ANOVA with Sidak test (n = 3 for sham groups; n = 8-10 for 6-h groups; n = four to six for 24-h groups; *p < 0.05).

### Activation of IL-1R1 on CD11c^+^ myeloid cells generates IL-1ra to limit IL-1β-induced renal tubular cell injury in vitro

To further explore whether IL-1R1 signaling in myeloid cells generates IL-1ra to limit kidney tubular injury, we created an *in vitro* co-culture system and tested our hypothesis. We first generated BMDCs from Myel WT and Myel KO mice (Figure 5A). We confirmed deletion of IL-1R1 in BMDCs from Myel KO mice (Figure 5B). We stimulated BMDCs with IL-1β to mimic the sterile inflammation that would be observed in AKI. As expected, we saw reduced expression of *Il1rn* in Myel KO BMDCs compared to Myel WT BMDCs (Figure 5C). We confirmed that Myel KO BMDCs were capable of expressing *Il1rn* using LPS as a positive control (Figure 5D). We next co-cultured Myel WT or Myel KO BMDCs with the renal tubular cell line HK2 in the presence or absence of IL-1β (Figure 5E). Compared to HK2 co-cultured with Myel WT BMDCs, HK2 co-cultured with Myel KO BMDCs showed increased kidney tubular injury as measured by expression of *lipocalin2* that encodes NGAL (Figure 5F). To determine whether IL-1ra is sufficient to ameliorate HK2 injury induced by Myel KO BMDCs, we collected media from IL-1β-stimulated Myel WT and Myel KO BMDCs. We confirmed that compared to media from Myel WT BMDCs, media from Myel KO BMDCs induces increased NGAL expression in HK2 cells (Figure 5H). We then added recombinant IL-1Ra (Anakinra) to restore deficient IL-1ra in Myel KO BMDC media. We found that the addition of recombinant IL-1Ra was sufficient to blunt the increased HK2 injury (Figure 5H). Using oxygen-glucose deprivation (OGD) as an *in vitro* model of I/R, we confirmed that compared to HK-2 cells co-cultured with Myel WT BMDC, Myel KO BMDC express lower levels of *Il1rn* at 12 h after OGD, and higher *Il1b* at 18 h after OGD, which correlates with increased HK-2 cellular injury (Supplementary Figure S4). Taken together, these results suggest that activation of IL-1R1 on CD11c^+^ cells generates an endogenous inhibitor of the IL-1 pathway, IL-1ra, to limit IL-1β-mediated kidney tubular injury (Figure 6).

**FIGURE 5:**
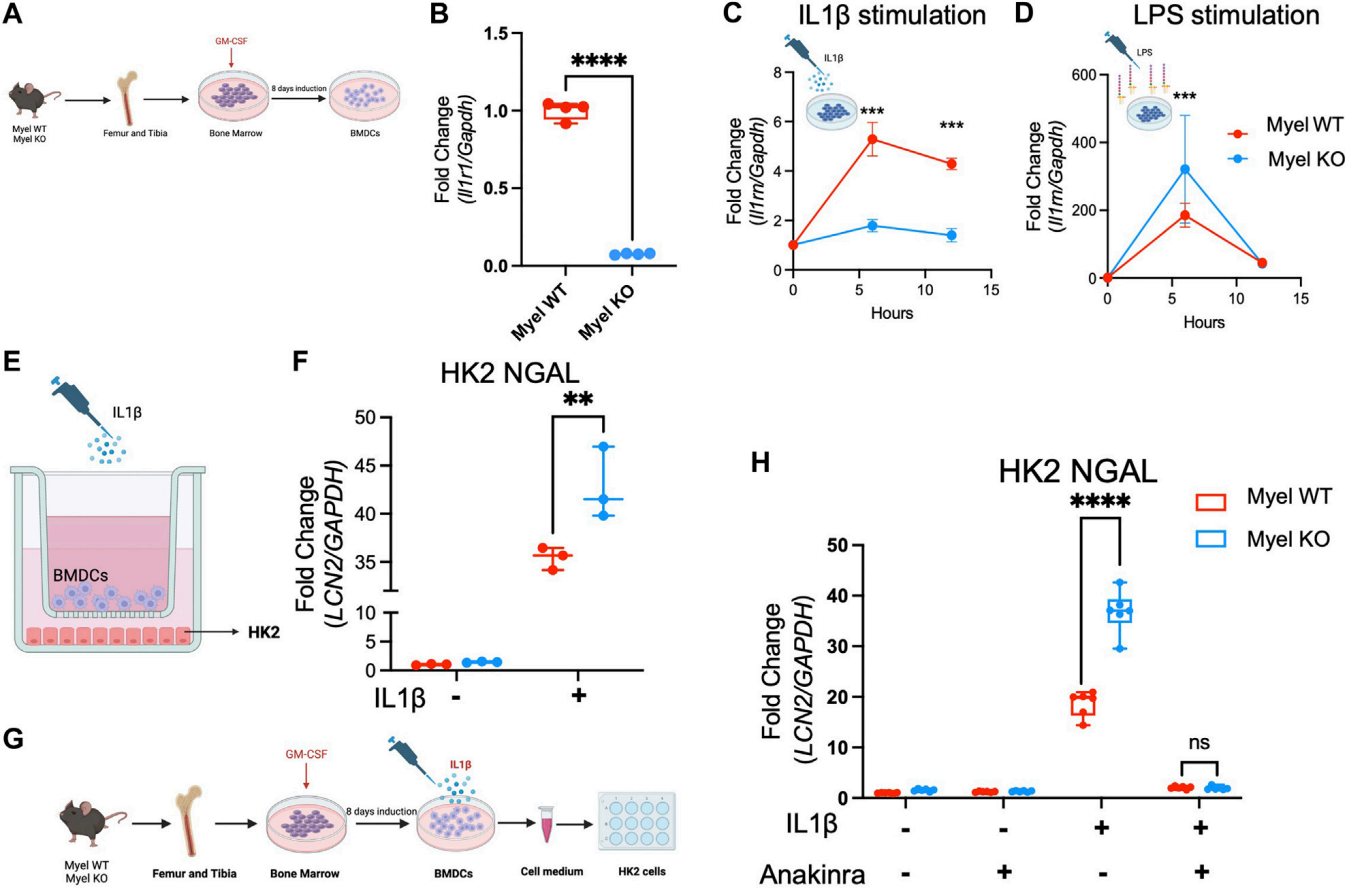
IL-1R1 on CD11c^+^ BMDC generates IL-1ra to limit IL1β-induced renal tubular cell injury *in vitro*. Myel KO GM-CSF-derived bone marrow dendritic cells (BMDCs) produce less anti-inflammatory Il1rn in response to IL1β which induce increased HK2 kidney tubular cellular injury, and IL-1ra (Anakinra) treatment reverses the heightened HK2 cellular injury. **(A)** Schematic experimental workflow for induction of BMDCs from Myel WT and Myel KO mice (Created with Biorender.com). **(B)** Il1r1 mRNA expression in Myel WT and Myel KO BMDC. **(C)** Il1rn mRNA expression in Myel WT and Myel KO BMDCs upon IL1β (Created with Biorender.com) or **(D)** LPS stimulation (Created with Biorender.com) (n = 4; ***p < 0.001). **(E)** HK2 kidney tubular cells were co-cultured with BMDCs from Myel WT or Myel KO mice in transwell system for 12 h (Created with Biorender.com). **(F)** NGAL (*LCN2*) mRNA expression was measured in HK2 cells. Dots represent individual samples from each group. Statistical analysis performed by two-way ANOVA with Sidak test. (n = 3; **p < 0.01). **(G)** Diagram of experimental workflow. HK2 cells were treated with cell medium harvested from either vehicle or IL1β-stimulated Myel WT or Myel KO BMDCs. Media was subsequently treated with vehicle or recombinant IL-1Ra (Anakinra) (Created with Biorender.com. **(H)** Shown in graph is fold change in Ngal mRNA from HK2 cells. Significance was determined by two-way ANOVA with Sidak test (n = 6; ****p < 0.0001).

**FIGURE 6:**
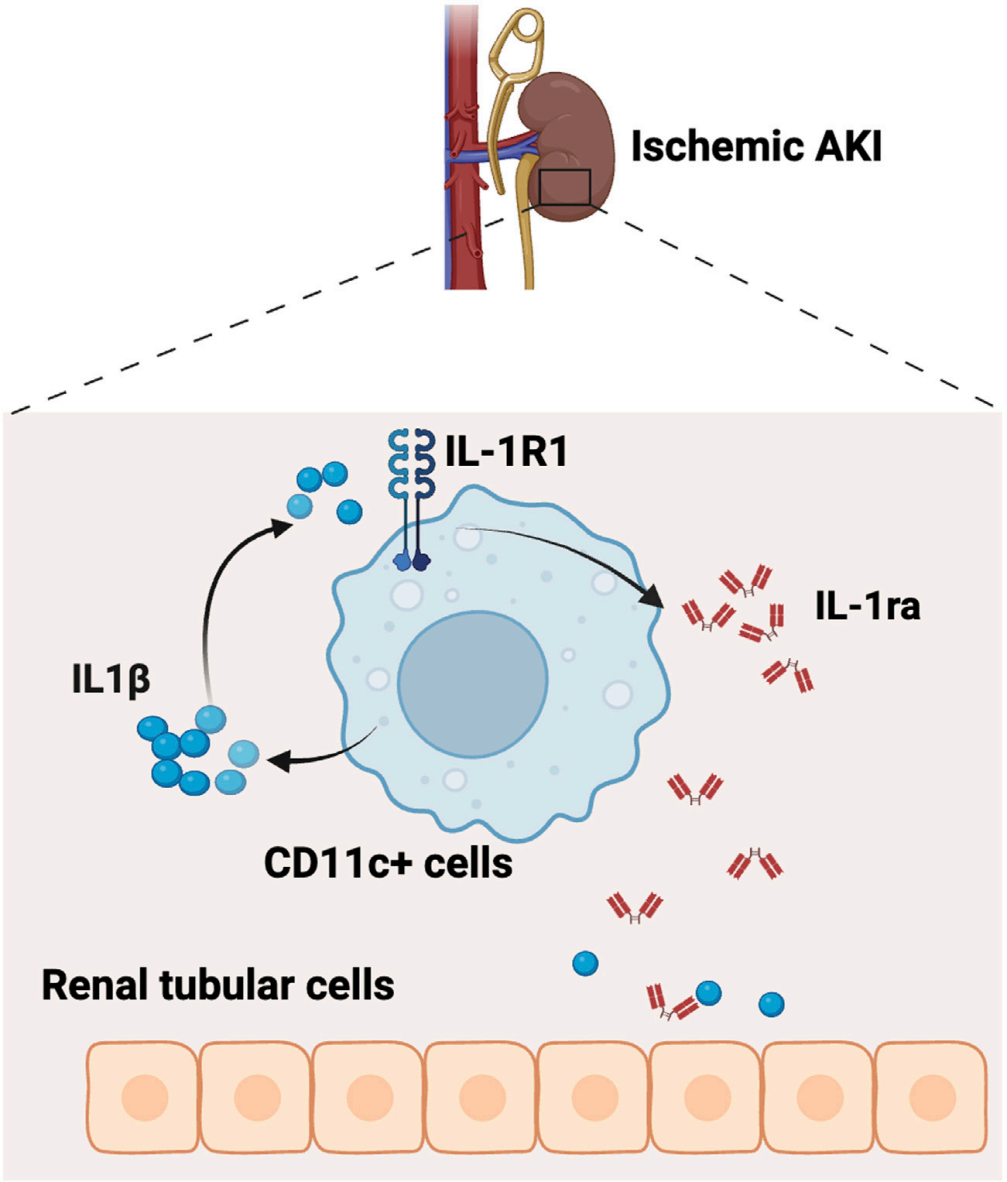
Schematic of working model. The IL-1R1 receptor on CD11c^+^ cells serves as a negative feedback regulator to constrain renal tubular injury by producing anti-inflammatory cytokine IL-1ra during ischemic AKI (Created with Biorender.com).

## Discussion

In the current study, we investigate the role of myeloid IL-1R1 signaling in the pathogenesis of ischemic AKI. As myeloid cells are the primary generators of the pro-inflammatory cytokine IL-1β, we initially hypothesized that deleting its receptor, IL-1R1, in myeloid cells would be beneficial. However, we surprisingly found that IL-1R1 serves as an inhibitory receptor in myeloid cells, curbing inflammation and limiting AKI. Paradoxically, deleting IL-1R1 in CD11c^+^ myeloid cells both increased *Il1b* mRNA expression and reduced the expression of its endogenous inhibitor, *Il1rn*. In support of this inhibitory feedback mechanism, recombinant IL-1Ra treatment was able to reverse the heightened kidney tubular cell injury induced by deletion of IL-1R1 in CD11c^+^ myeloid cells. Thus, our study establishes a protective role for IL-1R1 on CD11c^+^ myeloid cells to prevent aberrant inflammation and limit kidney injury.

The IL-1R1 receptor appears to play a complicated role in kidney injury, especially when its function is interrogated in a cell-specific manner. Numerous studies have established an overall detrimental role of IL-1R1 in kidney injury, as global genetic deletion of IL-1R1 reduces AKI and/or kidney fibrosis following I/R (Haq et al., 1998), unilateral ureteral obstruction (Jones et al., 2009), cyst formation (Yang et al., 2019), and cisplatin AKI (Privratsky et al., 2018). However, when interrogated in a cell-specific manner, it has been shown that IL-1R1 on renal tubular epithelium worsens disease following UUO (Zhang et al., 2014b) and toxic AKI (Ren et al., 2023); whereas IL-1R1 on podocytes (Ren et al., 2022) and endothelial cells (Ren et al., 2023) limits toxic AKI. Our study provides further evidence that IL-1R1 plays a protective role in specific cell types as we found that IL-1R1 limits inflammatory signals in myeloid cells. When taken together, it appears that IL-1R1 plays a consistent injurious function in kidney epithelial cells, whereas it is protective in many other less prominent cell populations in the kidney such as podocytes, endothelial cells, and myeloid cells. Indeed, other groups have shown that IL-1/IL-1R1 signaling can have a protective role in disease (Gonzalez-Navajas et al., 2010; Dmitrieva-Posocco et al., 2019). When taken in a translational context, the cell-specific functions of IL-1 that we and others have observed could partially account for the mixed results on the efficacy of IL-1 antagonism in sepsis in multiple clinical trials in the early 1990s (Fisher et al., 1994a; Fisher et al., 1994b; Opal et al., 1997) and for the side effect profile of IL-1 antagonism even when efficacious (Ridker et al., 2017). Indeed, further investigations into isolating mechanisms to harness the protective, while limiting the detrimental, effects of the IL-1/IL-1R1 pathway activation should lead to future treatments not only for AKI but other inflammatory diseases.

A key role of IL-1R1 is to trigger the activation of innate immune responses (Garlanda et al., 2013). IL-1R1 triggers the generation of chemokines, which can modulate leukocyte migration to sites of injury (Liu et al., 2019). However, we did not find significant effects of the myeloid IL-1R1 to modulate leukocyte accumulation in the injured kidney, including in the main CD11c- and IL-1R1-expressing myeloid populations. One limitation is that our current study cannot rule out an effect on leukocyte migration at later timepoints as macrophages typically tend to migrate 2-3 days after injury. Beyond leukocyte migration, IL-1R1 can activate many inflammatory transcription factors within cells with the most studied being NF-κB (Garlanda et al., 2013). Downstream of both IL-1R1 and multiple Toll-like receptors (TLRs), NF-κB triggers the generation of canonical pro-inflammatory cytokines including IL-1β, TNF, and IL-6 (Garlanda et al., 2013). We surprisingly found that deletion of IL-1R1 in myeloid cells in Myel KO mice leads to selectively increased IL-1β generation after ischemic AKI indicating that IL-1R1 could actually inhibit further pro-inflammatory activation of myeloid cells. Indeed, IL-1 has profound and systemic effects, and unimpeded IL-1-mediated signaling can lead to hyperinflammatory injury. To combat the significant systemic effects of IL-1, cells and tissues produce several endogenous inhibitors of the IL-1 pathway, with the best-known being IL-1ra, encoded by gene *Il1rn* (Dinarello, 2009). One target gene of NF-κB is *Il1rn* (Smith et al., 1994). In our study, we found that myeloid cells are the primary expressors of IL-1ra after AKI in both mice and humans. Thus, it is not surprising that the deletion of IL-1R1 in myeloid cells decreased *Il1rn* expression in ischemic kidneys. In support of our findings here, our group has previously shown that IL-1ra expression in F4/80hi macrophages is critical to curb endothelial IL6 generation and alleviate septic AKI (Privratsky et al., 2023). Taken together, our findings support the concept that a major function of IL-1R1 in myeloid cells is to serve as an autocrine or paracrine negative feedback inhibitor to produce anti-inflammatory IL-1ra and antagonize IL-1 signaling. Future studies will be important to determine how anti-inflammatory transcription factors, such as IL-1ra, are selectively upregulated downstream of IL-1R1.

In summary, our study reveals a surprising anti-inflammatory function of IL-1R1 on CD11c^+^ myeloid cells to attenuate ischemic AKI. Moreover, our findings implicate IL-1R1 on CD11c^+^ myeloid cells as an important negative feedback regulator to generate anti-inflammatory cytokines and thereby curb inflammation. Our study highlights the cell-type specific effects of IL-1R1 that may offer further insights into targeting IL-1/IL-1R1 in kidney disease.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: Gene Expression Omnibus (GEO) repository, accession number: GSE263369. Publicly available datasets were analyzed in this study. This data can be found here: https://atlas.kpmp.org/explorer/dataviz. Code used for single cell RNA sequencing analysis can be found at: https://gitlab.oit.duke.edu/jrp43/cd11cil1r_ir_chen.git.

How the deposited data were processed for this re-analysis (not part of the article)

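The data are scRNAseq libraries of 1 control (contralateral, uninjured) and 1 ischemic kidney of wildtype mice, 24 h after surgery. The authors deposited raw UMI counts for each gene and each barcode called as a cell, made with Cell Ranger 7.0.0 and not normalized. A check of the values found whole numbers throughout, and cells that the paper's filters remove were still present. The counts list 32285 genes for each library.

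From these counts, cells were kept with at least 200 genes, 500 to 150000 UMIs and at most 55% mitochondrial UMIs. Clustering used Seurat 5.3.0 in R 4.3.3 with a scale factor of 10000, 2000 variable genes, anchor-based integration of the 2 libraries, 30 principal components, resolution 0.3 and seed 42. The 8 genes of the scRNAseq claims were left out of the variable genes. Macrophage-like cells were clustered again with the same steps at the resolution nearest to 0.3 that gave the paper's number of sub-clusters. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and Scrublet as in scanpy 1.11.5.

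Clusters were named from lists of marker genes for the kidney's cell types. A cluster took the name of the list with the highest mean log2 ratio of its CPM to the median over clusters, with a pseudocount of 10 CPM. The name was kept if at least 3 markers had at least 10 UMIs each and if, among the cluster's 10 genes with the highest fold over all other clusters and at least 50 UMIs, at least 1 was a marker of the list and fewer were markers of any other list. Clusters that failed this stayed unnamed, and injured PT was counted as PT.

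The marker lists, the comparisons, the genes left out of the variable genes, the background cell type and most alternatives were set before the data were examined. The details of the naming rule, the rule that matches sub-clusters between alternatives and the thresholds of the tests in the closing section were set later. So were 3 alternatives. These left out the 8% of cells with the highest doublet scores, left out the macrophage-like cells with at least 3 UMIs of EC markers, and took each library by itself for the ratios of sub-cluster 1 to 2.

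CPM are UMIs of a gene summed over a group's cells and scaled to the total UMIs of these cells. Intervals at 95% are exact Poisson for sums and Clopper-Pearson for shares. With 1 library per condition, no test between conditions was run, cells were not treated as replicates, and all intervals cover counting error only. A count of 0 was given the limit of 3 counts, and where intervals are compared the upper end of its exact interval is given too. For shares of positive cells, each cell was thinned at random to 1000 UMIs, and TAL-like cells served as background. B cell-like cells, the other background type planned, numbered 80, under the 100 required, and were not used.

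The genes named in the text were chosen by rule. They are the genes of the scRNAseq claims, Tnf, Il6 and Lcn2, which the paper measures by other assays, 8 genes of the IL-1 family and pathway (Il1a, Il1r2, Il1rap, Il18, Il33, Nlrp3, Casp1 and Myd88), and Havcr1 as a kidney injury gene. The rule adds the 5 genes with the highest and the 5 with the lowest ratio of ischemia to control CPM in macrophage-like cells, among genes with at least 100 UMIs there. Any other gene named was chosen after its values were seen.

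The ratios and the thinning were tested on simulated data. Of 6977 simulated genes that passed the UMI minimum, 95.6% of the intervals held the true ratio, and for 100% of the 171 changed genes among them the interval lay on the correct side. The counts were drawn as Poisson sums, which the intervals assume, so this coverage checks the computation only. Clumping of UMIs in a few cells was not simulated, and coverage under it was not tested. Thinned shares came to 38.4% and 38.7% at 2 depths, against 39.4% by calculation, where the unthinned shares were 62.4% and 100%.

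The alternatives were a limit of 25% mitochondrial UMIs, a minimum of 1000 UMIs, no integration, resolution 0.6, the claim genes kept among the variable genes, doublets called by Scrublet left out, and a gate on at least 3 marker UMIs in place of clusters. Further ones were the mean of each cell's own CPM, thinning, a sub-clustering resolution of 0.5 and, for the Il1r1 shares of the sub-clusters, each library by itself. The flow cytometry, RT-PCR and cell culture experiments of the paper were not analysed here.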

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

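The comparisons within sub-clusters and the tests of their mix were chosen only after the result was seen, while the test of Havcr1 and the class at resolution 0.6 were set before theirs. Each result here is a signal in a gene that the paper's scRNAseq results do not discuss, with more CPM in ischemia than in control cells of the same type and with 95% Poisson intervals that do not overlap. With 1 library per condition, effects of the library and of ischemia cannot be told apart for any of them, which 1 library of each keeps open.

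Havcr1 was at 48.0 CPM (42.3–54.3) in ischemia and 2.23 CPM (0.608–5.71) in control macrophage-like cells. In neutrophil-like cells it was at 80.0 CPM (64.9–97.5) in the ischemia library, and 0 UMIs were found in the control library, which allows 8.17 CPM from 3 counts and has an upper Poisson bound of 10.0 CPM. Free RNA of PT-like cells, where Havcr1 was at 417 CPM after ischemia, is a candidate source. Ischemia leukocytes held Havcr1 at 13.0% of its PT level, and 7 of 8 other abundant PT transcripts were there at 10.9% to 15.2% of theirs, while Plin2 was at 134%. The share of Havcr1 was 0.885 times the median of these transcripts, consistent with free RNA or debris of PT cells in the droplets. Expression of Havcr1 by leukocytes themselves was not needed to account for its level.

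In macrophage-like cells, Il1a was at 18.1 CPM (14.6–22.1) after ischemia against 2.79 (0.905–6.51) in control. Nlrp3 was at 109 CPM (100.4–118) against 55.2 (44.9–67.2). Il1rap was at 31.8 CPM (27.2–37.0) against 13.4 (8.58–19.9), and Myd88 at 42.7 CPM (37.3–48.6) against 22.3 (15.9–30.4). Ischemia TAL-like cells had 0 Il1a UMIs, which allows 0.239 CPM from 3 counts (upper Poisson bound 0.294), and 0.638 CPM of Nlrp3, which argues against free RNA for these genes. They had 12.0 CPM of Il1rap and 8.61 CPM of Myd88, so part of these levels is shared with other cell types. The mix of sub-clusters also differs between the libraries. Within sub-cluster 1, Il1a was at 23.9 CPM (17.2–32.5) against 2.76 in control (0.570–8.08), and Nlrp3 at 107 CPM (91.9–123) against 60.8 (47.0–77.3). Within it, Il1rap was at 15.2 CPM (9.91–22.2) against 11.1 (5.71–19.3) and Myd88 at 35.0 CPM (26.7–45.1) against 20.3 (12.7–30.7), with overlapping intervals. In sub-cluster 4, Myd88 was at 60.2 CPM (42.2–83.3) against 20.4 (8.79–40.1). In sub-clusters 2 (49.3 against 61.1 CPM) and 3 (11.3 against 10.9), Myd88 overlapped between the libraries. Il1a and Il1rap overlapped in each of sub-clusters 2, 3 and 4. Their ischemia values were lower for Il1a in sub-cluster 4 (3.34 against 5.09 CPM) and Il1rap in sub-cluster 3 (4.50 against 16.3), and otherwise higher. Nlrp3 overlapped between the libraries in sub-clusters 2 (139.6 against 99.3 CPM), 3 (42.8 against 38.1) and 4 (35.1 against 33.1).

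With the control library's mix of sub-clusters, the ischemia value of macrophage-like cells was 17.1 CPM for Il1a, 86.9 CPM for Nlrp3 and 39.1 CPM for Myd88. Each is above the upper bound of its control value (6.51, 67.2 and 30.4 CPM), so the mix is excluded as the whole source for these genes. For Il1rap this value was 18.7 CPM, under the upper bound of 19.9, so a change of mix may account for its difference. For Il1a, the 41 ischemia UMIs of sub-cluster 1 came from 9 of 169 cells, and the share of positive cells was 5.33% (2.46–9.87) against 1.60% (0.330–4.59), with overlapping intervals. A few cells with many UMIs therefore stay open as a source of its CPM there. For Nlrp3, the share was 46.7% (39.0–54.6) against 25.5% (19.5–32.4), at median depths of 8880 and 5275.5 UMIs. After thinning it was 10.7% (6.47–16.4) against 7.45% (4.13–12.2), with overlapping intervals, so no difference was read from the shares.

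In neutrophil-like cells, Il1r2 was at 1751 CPM (1678–1827) after ischemia against 340.4 (283–406) in control. Il1rap was at 572 CPM (531–616) against 251 (202–307), and Nlrp3 at 414 CPM (379–451) against 51.7 (31.2–80.8). Il1a was at 26.9 CPM (18.5–37.8) against 0 UMIs, which allows 8.17 CPM from 3 counts (upper Poisson bound 10.0), and Myd88 at 53.0 CPM (40.9–67.6) against 10.9 (2.97–27.9). The cluster includes 32 cells of another kind, 14 of its 33 control cells among them, and these lower the control values more. In the class at resolution 0.6, without these cells, Il1r2 was at 2420.1 against 1020.5 CPM and Nlrp3 at 572 against 155 CPM, each beyond counting error. There, Il1rap was at 784 CPM (727–844) against 718 (576–885), Myd88 at 66.5 CPM (50.6–85.8) against 32.7 (8.90–83.6), and Il1a at 37.2 CPM (25.6–52.3) against 0 UMIs, which allows 24.5 CPM from 3 counts (upper Poisson bound 30.1). The Poisson intervals of Il1rap and Myd88 overlap, so with the other cells removed a difference was not detectable for these genes. For Il1a, the ischemia lower bound of 25.6 CPM lies above the limit from 3 counts and below the Poisson bound. Whether its intervals overlap therefore depends on the limit used, and a difference stays open for Il1a. For Il1r2 and Nlrp3, the other cells are excluded as the whole source, and the comparison rests on 20 control cells.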

How the results depend on the processing

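The alternatives that left out the highest doublet scores and the cells with EC markers, and each library by itself for the ratios of sub-cluster 1 to 2, were chosen only after the result was seen. No paired analysis was possible because each condition has 1 library. Over the comparisons, 215 values were computed under alternatives. Of these, 176 moved by less than their 95% interval or the limit for counts, 38 moved by more, 17 higher and 21 lower, and 1 was reversed. The cause was not tested for any of the moved values below, except where the construction is named.

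With a limit of 25% mitochondrial UMIs, the share of macrophage-like cells was 2.92% in control and 5.02% in ischemia, and their share of Il1b UMIs 78.2% and 58.4%. The share of Il1b UMIs from neutrophil-like cells was 17.0% and 37.1%, and Il1b in control macrophage-like cells was at 1554 CPM. The ischemia shares of Il1rn UMIs were 27.8% for macrophage-like and 30.2% for neutrophil-like cells. With a minimum of 1000 UMIs, 7885 ischemia cells remained, the shares of macrophage-like cells were 3.11% and 7.06%, and Il1b in ischemia macrophage-like cells was at 2155 CPM. By construction, this minimum removes shallow cells, most of which are not macrophage-like.

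Without integration, the share of macrophage-like cells was 1.95% in control and 4.00% in ischemia, their share of Il1b UMIs 65.5% and 54.4%, and Il1b in control macrophage-like cells at 1569 CPM. With the marker gate, Il1b in macrophage-like cells was at 860.5 CPM in control and 1599 CPM in ischemia, and Il1rn at 34.3 CPM in ischemia. The gate's ischemia shares of Il1b UMIs were 57.0% for macrophage-like and 40.3% for neutrophil-like cells. As the mean of each cell's CPM, Il1b in control macrophage-like cells was at 1569 CPM. Without the highest doublet scores, the ischemia share of macrophage-like cells was 4.84%, and the ischemia shares of Il1b UMIs were 59.2% for macrophage-like and 36.8% for neutrophil-like cells.

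The share of Il1r1-positive cells in sub-cluster 2 was 1.20% at a sub-clustering resolution of 0.5 and 0.344% after thinning, which lowers such shares by construction. The Fcgr1 ratio of sub-cluster 1 to 2 was 0.508 and the Itgam ratio 0.544 at that resolution. With means of each cell's CPM, the Itgam ratio was 0.520 and the H2-DMb1 ratio 2.13. In the control library by itself, where sub-cluster 2 has 21 cells, the Fcgr1 ratio was reversed, at 2.07, and the Adgre1 ratio was 1.85, the Itgax ratio 1.33 and the Itgam ratio 0.544. With the ischemia library by itself, the Itgam ratio was 0.756 and the H2-DMb1 ratio 1.15. The Il1r1 ratio ran from 0.241 to 1.28, within its counting interval, and was above 1 only at the sub-clustering resolution of 0.5. There, sub-cluster 2 was split, and the group matched to it held 163 of its 292 cells, so the 1.28 and the 1.20% describe a part of it. Depth limits this result, which rests on 18 UMIs.

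Among 196 values of other results, 55 moved, 34 higher and 21 lower. They include 15 of 18 shares of positive cells, all lower after thinning, 22 of 28 CPM in neutrophil-like cells, all higher at up to 4.58 times, and 18 of 150 surface marker CPM, 12 higher and 6 lower.

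The number of clusters ran from 17 to 25, that of populations from 11 to 13, and the sub-clustering resolution of 0.5 gave 6 sub-clusters. No value was had for sub-cluster 4 without integration and for sub-cluster 3 without the highest doublet scores, as too few cells were shared with a new sub-cluster (5 of 102 and 57 of 111). The gate gives no sub-clusters. Scrublet called 0 cells as doublets, so leaving these out gave no other value.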

Differences from the paper's values

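All alternatives named here were set before the data were examined. Each number the paper's text gives for a measure also computed here (cells kept and removed, genes, clusters, populations and sub-clusters) lay within 1.5 times of the value found, and all but the number of genes were equal. The equal number of sub-clusters is not independent, as the resolution was chosen by it, although 0.3 gave it too. The details of the naming rule were not set before the data were examined, and clusters 0, 4 and 16 stayed unnamed. The equal number of populations is therefore not independent either. The paper's number of genes detected in at least 1 cell is 32285, which is the number listed, and 25365 were detected in the kept cells.

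The paper's section heading places the highest IL-1R1 expression on CD11c+/F4/80hi macrophages. In the sub-clusters here, the share of Il1r1-positive cells was 1.68% in sub-cluster 1, which has more Adgre1 and Itgax, and 3.42% in sub-cluster 2, which has more Itgam. In Fig. 1C, the percentage of cells expressing Il1r1 is about 3 for Myel2, read by eye, and the dot of Myel1 is smaller. The intervals of sub-clusters 1 and 2 overlap. A sub-clustering resolution of 0.5 gave shares of 1.79% in sub-cluster 1 and 1.20% in a part of sub-cluster 2 (163 of its 292 cells), and thinning gave 0.843% (0.174–2.44) and 0.344% (0.0087–1.90), from 3 of 356 and 1 of 291 cells. These values are in the heading's order, but so few positive cells give wide intervals, and thinning was 1 random draw. Means of each cell's Il1r1 CPM were in the other order, at 3.20 in sub-cluster 1 and 3.56 in sub-cluster 2. No order was read from any of these values. The flow cytometry of that section, which measured CD11c on F4/80hi and CD11bhi macrophages, was not analysed here.

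The paper's discussion calls myeloid cells the primary expressors of IL-1ra, for mice and for humans, and its human data were not analysed here. Myeloid cells held 50.0% of the Il1rn UMIs of the ischemia library, and distal tubule cells, of the TAL-like and DCT-CNT-like populations and the unnamed cluster 4, held 42%. Such shares depend on how many cells of each type were captured. By CPM, neutrophil-like (215) and macrophage-like cells (44.6) were above DCT-CNT-like cells (29.4), cluster 4 (18.2) and TAL-like cells (10.2). Of the 355 UMIs of TAL-like and DCT-CNT-like cells, 135 came from 5 cells. With a limit of 25% mitochondrial UMIs, macrophage-like and neutrophil-like cells held 27.8% and 30.2%.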

Other observations

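The tests of free RNA and of EC markers for Il1r1 in macrophage-like cells, of the mix of sub-clusters, of depth for Il1b, of sub-cluster 1 by itself, of the lower tubule transcripts and of S100a8 were chosen only after the result was seen. So was the limit by which doublets with the tested cell types were excluded for Il1r1, while the other tests were set before their results.

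Il1r1 was found mostly outside the myeloid cells. Of its 1325 UMIs in both libraries, 97.3% (96.3–98.1) came from other cells. CD-PC-like cells held 39.8% of them at 26.0 CPM, EC-like cells 25.0% at 28.8 CPM and pericytes 11.8% at 54.2 CPM. In control, pericytes were at 23.1 CPM (14.8–34.4), close to CD-PC-like (23.3) and EC-like cells (28.7). In ischemia, pericytes were at 71.7 CPM (60.0–85.0), so their higher pooled level was seen in that library only. Macrophage-like cells held 18 UMIs, at 2.53 CPM (1.501–4.00).

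Free RNA and doublets were weighed for the Il1r1 UMIs of macrophage-like cells. The low-depth cluster 0 had 2.68 CPM of Il1r1 (1.82–3.81), close to the level of macrophage-like cells. Thinning left out 8416 of the 10470 cells of cluster 0 and 17 macrophage-like cells. Of the cells that remained, 0.292% of cluster 0 (0.107–0.635, 6 of 2054) and 0.473% of macrophage-like cells (0.129–1.21) were positive, with overlapping intervals. Scaled by the level of nephron markers in macrophage-like cells over cluster 0, the Il1r1 of cluster 0 accounts for 12.9% to 60.0% of the Il1r1 CPM of macrophage-like cells, and for up to 2.16 CPM from its upper bound. Free RNA and expression therefore cannot be told apart, because this share depends on the marker list and reaches past the lower bound of 1.501 CPM. TAL-like cells were at 10.4% of the CPM of macrophage-like cells.

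Doublets with a cell of another type may account for part of the pattern. Markers of EC-like, pericyte-like, CD-PC-like and T cell-like cells account for 29.7% of the Il1r1 CPM, or 0.753 CPM. This is at most 0.874 CPM from the upper bounds of these types, against a lower bound of 1.501. Doublets with these types are therefore excluded as the whole source. Other types with Il1r1, such as the unnamed cluster 16 at 33.6 CPM, were not tested as partners. For part of the cells doublets stay open, as 3 of the 16 positive cells carry EC markers. Macrophage-like cells with at least 3 EC marker UMIs had 12.4 CPM of Il1r1 (2.55–36.1) from 3 UMIs in 21 cells, against 2.19 (1.22–3.604) in the others. These intervals overlap, and with 3 UMIs the CPM by itself cannot tell doublets with EC cells apart from expression. EC markers were at 9.47% of their EC-like level in Il1r1-positive and at 0.911% in Il1r1-negative macrophage-like cells. Positive cells with under 3 EC marker UMIs were at 0.110%, so this excess lies in the 3 cells and goes with doublets for them. The 3 positive cells carried 8, 44 and 64 EC marker UMIs, against a median of 38 in EC-like cells. The counts of 44 and 64 are above that median, as a doublet with an EC cell could give. In the 841 cells with fewer EC marker UMIs, of which 13 were positive, markers of pericyte-like, CD-PC-like and T cell-like cells account for 19.9% of the Il1r1 CPM, or 0.434 CPM against a lower bound of 1.22. Doublets with these types are excluded as the whole source there, and free RNA stays open.

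The neutrophil-like cluster held 18 Il1r1 UMIs in 11 of 241 cells. Doublets with EC-like, pericyte-like, CD-PC-like and T cell-like cells account for 11.0% of its Il1r1 CPM, which argues against doublets with these types. At resolution 0.6, 90.9% of the positive cells left the class with a group of 32 cells, whose leading genes were Cp, Ren1, Akap12 and Tagln and whose median depth was 13143.5 UMIs. In the 209 cells that stayed, Il1r1 was at 0.992 CPM from 1 UMI. These values are consistent with a group of other cells within the cluster as the source, and the identity of that group was not tested.

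T cell-like cells had 29 Il1r1 UMIs in 6 of 225 cells, at 37.5 CPM, a result chosen after its values were seen and not tested further. The level was 59.1 CPM (35.6–92.2) in control and 22.1 CPM (10.6–40.7) in ischemia, with overlapping intervals.

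In the ischemia library, TAL-like and DCT-CNT-like cells had 17.5 CPM of Il1rn, from 355 UMIs in 88 of 849 cells. RNA of leukocytes is argued against, since the levels of leukocyte markers account for 0.405% of this CPM. Doublets are argued against, since the positive cells carried these markers at 0.180% of the share that 1 leukocyte would bring. Without the 5 cells with the most Il1rn UMIs, the share of the library's Il1rn UMIs fell from 35.5% to 25.4%, so these cells are not the whole source. Induction of Il1rn in the distal tubule after ischemia is a hypothesis that these tests leave open, with library and condition confounded.

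Il1b in macrophage-like cells was higher in the ischemia than in the control library, at 2082 against 1432 CPM. With the control library's mix of sub-clusters, the ischemia value was 1343 CPM, so a change of mix may account for the difference. Mix and changes within sub-clusters cannot be told apart, because Il1b was lower in ischemia than in control cells of sub-cluster 1 (1224 against 1649 CPM) and higher in those of sub-clusters 2 (3059 against 2369) and 4 (1419 against 868), each beyond the intervals. For Il1rn the same step gave 23.5 CPM, above the control value of 5.58 CPM and its upper bound of 10.3, so the mix is excluded as the whole source. The share of ischemia cells with an Il1b UMI was higher in neutrophil-like (88.0%, 82.8–92.1) than in macrophage-like cells (70.7%, 66.8–74.4), and the neutrophil-like cells were the shallower ones, at 0.470 times the median UMIs of macrophage-like cells. More depth is therefore excluded as the source of their higher share.

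Cluster 0 held 10470 cells with a median of 836 UMIs. Markers of cell types other than PT were there at a median of 51.7% of their level over the other cells, from 14.5% for neutrophils to 100.4% for intercalated cells, and PT markers were at 147%. Droplets with mostly free RNA and damaged cells cannot be told apart here, because the markers neither hold 1 like share nor stay far below it. Tested for the ischemia library only, Il1b in cluster 0 was at 0.821% of its leukocyte level, 0.951 times the median of 6 other abundant leukocyte transcripts, which were at 0.766% to 1.01%. These values are consistent with free RNA as the source of Il1b in that cluster of the ischemia library.

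Among 7007 genes with at least 100 UMIs in macrophage-like cells, the median ratio of ischemia to control CPM was 1.12. The highest ratios were those of S100a8, at 162 (44.6–1336), Cxcl3, at 83.7 (14.9–3318), Arg1, S100a9, at 68.8 (12.2–2732), and Timp1, at 63.1 (11.2–2505). The ratio of Arg1 was 74.7 with its control count of 0 taken as 3, and the lower end of its counting interval was 60.6. The control library had 0 to 2 UMIs of each of these genes. Ischemia TAL-like cells had 9.41 CPM of S100a9 against 38.4 in macrophage-like cells, and 7.41 CPM of S100a8 against 180.3. They had 0.159 CPM each of Cxcl3 and Arg1 against 46.7 and 125. For Timp1 they had 101 CPM, above the 35.2 CPM of macrophage-like cells, while control TAL-like cells had 0.871 CPM. Expression of Timp1 by TAL-like cells was not tested, so these values cannot show whether free RNA accounts for its level in macrophage-like cells. The lowest ratios were those of Slc12a1, at 0.0383, Wfdc15b, at 0.0945, Aspa, at 0.109, Calb1, at 0.112, and Cd209a, at 0.121.

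Slc12a1 and Calb1 are markers of TAL and DCT-CNT cells. Over the other cells of the libraries, the median ratio of 9 such markers was 0.358, and in macrophage-like cells it was 0.275, with 8 of 9 in the same direction and Slc8a1 as the exception. Less of these transcripts in the free RNA is a candidate explanation for their lower level in macrophage-like cells. Cd209a, from the list of macrophage markers used here, is not among these transcripts, and this does not apply to it. It was at 167 CPM in sub-cluster 4, against 1.96 CPM in the other macrophage-like cells. Sub-cluster 4 made up 15.6% of control and 9.95% of ischemia macrophage-like cells. A change of mix was not tested for Cd209a and stays open.

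RNA of neutrophils is argued against as the source of S100a8 in ischemia macrophage-like cells, but not of S100a9. S100a8 was there at 0.7497% of its neutrophil level, 7.48 times the share of S100a9, at 0.100%, and 98.7% of its UMIs were in sub-cluster 2. The other neutrophil markers did not hold 1 like share, with Csf3r at 1.98%, Mmp9 at 1.36%, Cxcr2 at 0.0614%, and Retnlg and Ly6g at 0%. Whether this goes with ischemia or with the library stays open.

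Tnf in macrophage-like cells was at 129 CPM (113–147) in control and 77.9 CPM (70.6–85.8) in ischemia. Within sub-cluster 1 it was at 188 CPM (163–216) in control and 183 CPM (163–204) in ischemia, with overlapping intervals, so the lower pooled value was not seen there. Ischemia values were lower in sub-clusters 2 (17.6 against 45.9 CPM) and 4 (18.4 against 38.2) and higher in 3 (101 against 38.1). The intervals overlapped in each. A change of mix was not tested for Tnf and stays open for the pooled difference. Il6 in the ischemia library came from EC-like cells (57.2% of UMIs), pericytes (23.1%) and macrophage-like cells (10.2%). Its CPM in EC-like cells was 5.26 (3.44–7.71) in control and 23.1 (19.5–27.0) in ischemia. Lcn2 was at 419 CPM (407–432) in control and 5306 CPM (5266–5347) in ischemia TAL-like cells. In macrophage-like cells, Il18 was at 28.4 and 28.2 CPM, Casp1 at 35.7 and 39.0 CPM and Il1r2 at 54.1 and 45.4 CPM, with overlapping intervals. Within sub-cluster 1, Il1r2 was at 45.1 CPM (33.4–59.7) in control and 11.7 CPM (7.13–18.0) in ischemia, a difference that the pooled values do not show. Il33 in EC-like cells was at 75.0 CPM (67.6–83.1) in control and 50.2 CPM (44.9–55.95) in ischemia.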
